# Transcriptomic Profiling and Physiological Analysis of *Haloxylon ammodendron* in Response to Osmotic Stress

**DOI:** 10.3390/ijms19010084

**Published:** 2017-12-29

**Authors:** Hui-Juan Gao, Xin-Pei Lü, Ling Zhang, Yan Qiao, Qi Zhao, Yong-Ping Wang, Meng-Fei Li, Jin-Lin Zhang

**Keywords:** *Haloxylon ammodendron*, osmotic stress, molecular responses, regulation pathways, physiological analysis, osmoprotectants

## Abstract

*Haloxylon ammodendron*, a perennial xero-halophyte, is an essential species for investigating the effects of drought on desert tree. To gain a comprehensive knowledge on the responses of *H. ammodendron* to drought stress, we specially performed the molecular and physiological analysis of *H. ammodendron* in response to −0.75 MPa osmotic stress for six and 24 h in lab condition via RNA-seq and digital gene expression (DGE). In total, 87,109 unigenes with a mean length of 680 bp and 13,486 potential simple sequence repeats (SSRs) were generated, and 3353 differentially expressed genes (DEGs) in shoots and 4564 in roots were identified under stress. These DEGs were mainly related to ion transporters, signal transduction, ROS-scavenging, photosynthesis, cell wall organization, membrane stabilization and hormones. Moreover, the physiological changes of inorganic ions and organic solute content, peroxidase (POD) activity and osmotic potential were in accordance with dynamic transcript profiles of the relevant genes. In this study, a detailed investigation of the pathways and candidate genes identified promote the research on the molecular mechanisms of abiotic stress tolerance in the xero-halophytic species. Our data provides valuable genetic resources for future improvement of forage and crop species for better adaptation to abiotic stresses.

## 1. Introduction

Drought is one of the major abiotic stresses affecting plant growth and development worldwide, leading to productivity reduction of approximately one third of earth’s arable land [1,2]. The regions of desertification occupy about 35% of the earth’s land, and 22% of land in China [3]. In addition, global surveys suggested that drought induced an increasing number of tree mortality [4]. Xerophytes, growing in arid regions, have various multiple protective mechanisms to cope with stress conditions in the process of long-term evolution [5,6]. Therefore, understanding the regulatory mechanism involved in stress responses and identifying stress-resistant genes in xerophytes are necessary to improve drought tolerance of crop plants using genetic engineering.

*Haloxylon ammodendron*, a C4 perennial succulent xero-halophytic shrub with excellent tolerance to drought and salinity, is naturally distributed in saline land, gravel desert and clay desert in Asia and Africa [7,8]. In China, *H. ammodendron* was found in the northwest desert land, mostly in Xinjiang, Inner Mongolia, Gansu and Qinghai provinces [9]. *H. ammodendron* plays vital roles in the ecological restoration and maintenance of the structure and function of the ecosystem via sand fixation, water conservation and constructing agriculture and pasture shelterbelts [10]. *H. ammodendron* contains abundant nutrient contents and its photosynthesized stems and fruits have high palatability; additionally, the “ginseng of the desert” (*Cistanche deserticola* Y. C. Ma), which is a completely non-photosynthetic desert-broomrape, often parasitizes the roots of *H. ammodendron*, making *H. ammodendron* an important forage and tonic shrub [11]. Up to now, the research advances on *H. ammodendron* have mainly focused on its structural and physiological changes in response to drought stress: (1) *H. ammodendron* could absorb a large number of Na^+^ than K^+^ transported to photosynthesizing stems and leaves for osmotic adjustment under drought stress [12]; (2) 1.0% of the soil water was considered to be the “survival water threshold” of the growth [8]; (3) the application of Na or the combination usage of Na and Si led to enhancement of growth and drought tolerance of *H. ammodendron* [10]. However, the physiological and molecular mechanism underlying how *H. ammodendron* adapt to dry environment is still unclear and the genome of *H. ammodendron* has not been sequenced up to now.

Since the advent and development of next-generation sequencing technologies, namely Illumina/Solexa and Roche/454, increasing RNA-seq methods were used to identify specific stress responsive genes and regulatory networks at transcriptional level [13]. DEGs (23,429) involved in transport, transcription, cell signal transduction, abscisic acid (ABA) regulation and metabolism were discovered in *Populus euphratica* in response to salt stress [14]. DEGs associated with organic cation transporting, oxidoreductases and abiotic stress were only observed in *Populus euphratica* compared with sensitive *Populus trichocarpa* [15]. DEGs (1239) only responding to moderate dehydration and 4135 DEGs specifically responding to desiccation were identified in *Boea hygrometrica*, a resurrection model plant [16]. 18,111 down-regulated contigs mostly related to metabolic and cell part and 17,236 up-regulated contigs related to abiotic stresses and death were identified in a California oak species, *Quercus lobata* Née [17]. DEGs mainly responsible for stress response, transport and hormone signal were overlapped in *Populus simonii* under high temperature or drought stresses, and the physiological changes of carbohydrates, antioxidants and hormone were linked with the transcript profile [18].

In the present study, in order to obtain a more complete understanding of the complex gene networks regulating physiological and biochemical processes for *H. ammodendron* adaptation to osmotic stress, we specially examined the gene expression dynamics of plants responding to drought and elucidated the potential molecular mechanisms involved in drought tolerance of *H. ammodendron*. The obtained information will be facilitative to develop stress-tolerant crops using drought-tolerance-relevant genes in *H. ammodendron* through genetic manipulation.

## 2. Results

### 2.1. De Novo Transcriptome Assembly of Transcriptome

Illumina HiSeq™ 2000 platform generated a total of 69,414,094 and 69,232,936 clean reads from shoot and root, respectively (Table S1). 

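The transcriptome reference was sequenced from 1 pool of mRNA from shoots and 1 from roots, each mixed from the plants harvested at 0, 6 and 24 h, so there was 1 paired-end library per tissue and no replicate. For these 2 libraries the authors deposited, for every unigene, its length, the whole number of fragments counted on it, its FPKM (fragments scaled to the length of the unigene and the size of the library) and a log2 ratio, p-value and FDR of roots against shoots. The program that assigned the fragments is not given in the sources used here. The deposited counts add up to 26.68 M fragments in the shoot pool and 25.46 M in the root pool. At least 1 fragment was counted on 76977 unigenes in the shoot pool and on 83854 in the root pool, and at least 10 fragments on 56583 and 68494 unigenes. Fragments from both pools were counted on 74141 unigenes, from the root pool only on 9713 and from the shoot pool only on 2836. Since each pool mixes treated and untreated plants, these libraries hold no comparison of treatments. Only the lengths, the fragment counts and the deposited ratios of roots to shoots were used, and the authors' p-values were not used here.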

Then, we used paired-end information to join the contigs into scaffolds and further assemblies, generating 82,736 unigenes for shoot and 99,624 for root. After further analysis, we obtained the final assembly which consisted of 87,109 gap-free unigenes with a mean length of 680 bp (Table 1). 

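The deposited table of the pooled libraries lists 86690 unigenes, each with at least 1 fragment in a pool. Their lengths add up to 59.0 Mb, with a mean of 680.4 bp, a median of 397 bp and an N50 of 1065 bp. The shortest was 200 bp and the longest 14739 bp.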

The size distribution of the unigenes showed that 20,175 unigenes were greater than 1000 bp in length (Figure S1). These results suggested that the *H. ammodendron* transcriptome was of high quality in our experiment. 

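In the deposited table, 17604 unigenes (20.3%) were longer than 1000 bp and 51373 (59.3%) were at most 500 bp long.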

### 2.2. Functional Annotation of H. ammodendron Transcriptome

Unigenes (87,109) were then annotated by BLASTx. As a result, 50,452 unigenes obtained a functional annotation (Table S2). Moreover, 80% of the 1500–2000 bp, and 80% of the query sequences greater than 2000 bp were matched successfully with the Nr (non-redundant protein database) (Figure S2A). 

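The best match in Nr was deposited for the unigenes of the tag libraries only, so the shares are over the 40429 unigenes with tags in at least 1 of those libraries and not over the whole assembly. A match was given for 24693 of them (61.1%). By length, 28.8% of 17196 unigenes from 200 bp to below 500 bp had a match and 71.9% of 10387 from 500 bp to below 1000 bp. The share was 92.7% of 5809 unigenes from 1000 bp to below 1500 bp, 96.8% of 3407 from 1500 bp to below 2000 bp and 99.4% of 3606 of at least 2000 bp. These lengths come from the table of the pooled libraries, which lacks 24 of the unigenes.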

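An E-value was deposited with each Nr match of a unigene that had tags. It was below 1e-45 for 15058 unigenes, 61.0% of those with a match, and the largest E-value was 1e-05.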

For E-value distribution, 44.8% genes had a threshold E-value less than 1.0 × 10^−45^ (Figure S2B). For similarity distribution, 45.9% unigenes had similarity ranged between 17–60% (Figure S2C). For species distribution, *Vitis vinifera* had the highest homology of 23.6% with *H. ammodendron* (Figure S2D). 

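Among the unigenes with tags and an Nr match, the best match was in *Vitis vinifera* for 7086 (28.7%), in *Prunus persica* for 2317 (9.4%) and in *Ricinus communis* for 2227 (9.0%). A best match in a green alga, another alga or stramenopile, an oomycete, a moss or a lycophyte was given for 1598 unigenes. No best match was found in the 30 genera of fungi, bacteria and animals that were looked for. Whether the deposited search covered all of Nr is not given in the sources used here. This therefore does not exclude reads from such organisms.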

We used gene ontology (GO) assignments to classify the possible functions of the annotated genes. 

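The deposited annotation gives individual GO terms and not the broad classes above them. At least 1 term was given for 17999 of the unigenes with tags, a BP term for 13860, a CC term for 14402 and a MF term for 13391. The most frequent BP term was oxidation-reduction process, with 1096 unigenes. For CC, nucleus (3286 unigenes), plasma membrane (2869) and chloroplast (2072) were most frequent, and for MF, ATP binding (1724).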

For biological process (BP), “cellular process” was highly represented; for cellular component (CC), “cell” was mainly dominant; for molecular function (MF), genes associated with “binding and catalytic activity” were highly clustered (Figure S3). In addition, phylogenetic classification was performed according to clusters of orthologous groups (COG), and 19,196 unigenes were grouped into 25 functional classes (Figure S4). We further used Kyoto encyclopedia of genes and genomes (KEGG) classification to perform biological pathways analysis, and totally 28,794 unigenes were assigned to 128 KEGG pathways. The top most represent pathway was the global and overview maps, followed by translation and carbohydrate metabolism (Figure S5).

### 2.3. SSRs in the Transcriptome in H. ammodendron

Simple sequence repeats (SSRs) were detected in the 87,109 unigenes of *H. ammodendron* with MISA software. In total, 13,486 SSRs with 1–6 repeat units and distributed in 1887 sequences were identified, among which the tri-nucleotide repeat was the most abundant type with a ratio of 39.7%, followed by mono-nucleotide (36.2%). In addition, the SSRs with 4–7 tandem repeats were absolutely predominant, followed by 12–15 and 16–19 tandem repeats (Figure 1).

### 2.4. Identification of DEGs in H. ammodendron under Osmotic Stress

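For the DGE libraries, shoots and roots were harvested before sorbitol was given (0 h) and after 6 and 24 h in 0.4% sorbitol, which the paper equates with −0.75 MPa. Both figures are the paper's. Read as weight per volume, 0.4% sorbitol alone would give a potential much nearer to 0, so the concentration used is uncertain, and it cannot be checked from the counts. Each of the 6 libraries (S-0, S-6, S-24, R-0, R-6 and R-24) is the only one of its tissue and time, so there are no replicates, and how many plants went into a library is not given in the sources used here. In this method 1 short tag next to a cutting site stands for 1 transcript molecule, and every deposited tag is 21 bases long and starts with the NlaIII site. For each unigene with tags the authors deposited the number of copies of each tag, their sum as the unigene's count, the count scaled to the clean-tag total (TPM) and the annotation. No tag was assigned to more than 1 unigene, so tags that close copies of a gene share were either left out or given to 1 copy. The clean-tag totals, recovered by dividing count by TPM, were 11.12, 11.07 and 11.48 M for S-0, S-6 and S-24 and 10.91, 11.24 and 11.52 M for R-0, R-6 and R-24. Between 2928195 (R-24) and 3609886 (S-0) tags per library lay on unigenes, with a median of 3496007 in shoots and 3125895 in roots. This was 32.5%, 31.6% and 28.6% of the clean tags in shoots at 0, 6 and 24 h and 29.6%, 27.8% and 25.4% in roots. Between 28151 and 30957 unigenes were listed per library. Only tags with at least 2 copies are listed, so for an unlisted unigene no upper limit can be given.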

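Counts were divided by the clean-tag total, and each pair of libraries of a tissue was compared with a two-sided Audic–Claverie test and Benjamini-Hochberg adjustment over all unigenes. A unigene was called a DEG at an adjusted p of at most 0.005 and an absolute log2 ratio of at least 1, the thresholds of the paper's methods, with 0.01 TPM in place of 0. The paper's text names the test only by a citation. This test compares 2 libraries, not 2 conditions, since the difference between plants of the same treatment was not measured. Each log2 ratio below is TPM under sorbitol over TPM at 0 h in the same tissue, followed in brackets by its exact (Clopper-Pearson) 95% interval, which covers counting error only. Genes were assigned to families by words in the deposited descriptions. A family's median log2 ratio covers its members with a mean of at least 10 tags, with 0.5 tags added to each count, and its percentile is its place among the medians of 10000 random lists of unigenes matched on mean expression. For each family, tallies give the DEGs, and values are given for the member with the most tags among those called at both times in the same direction, or at 1 time where there was none. As a check against the pooled libraries, the ratio of roots to shoots was compared across 6435 unigenes with at least 20 tags in every DGE library. These also had fragments in both pools and at least 200 fragments in the 2 pools together. Pearson's r across unigenes was 0.84 at 0 h, 0.80 at 6 h and 0.80 at 24 h, and Spearman's rho was 0.76, 0.69 and 0.73. Unigenes are not independent replicates, so no p-value is given.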

Six cDNA libraries were sequenced by the Illumina DGE tag method, and mapped to the transcriptome reference database (Table S3). In shoots, compared with the control, 3353 DEGs were observed totally, and there were 1571 and 2409 DEGs in S-6 and S-24, respectively. Among these genes, 627 DEGs were expressed throughout treatments (Figure 2A,B). 

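From S-0 to S-6, 982 unigenes were called up-regulated and 951 down-regulated, a total of 1933. From S-0 to S-24 the counts were 1455 and 1397, a total of 2852, and 4023 unigenes were called at 6 h or 24 h. Between S-6 and S-24, 1308 were up-regulated and 1349 down-regulated. The up-regulated share was 50.8%, 51.0% and 49.2% in the 3 comparisons. The alternative that moved the counts most was edgeR's exact test with an assumed biological coefficient of variation of 0.4, under which 13 unigenes were up-regulated and 4 down-regulated from S-0 to S-24. The median log2 ratio of expressed unigenes (at least 200 tags in the pair) from S-0 to S-24 was −0.17. With libraries scaled by the tags on listed unigenes, a choice made after the data were seen, that median was 0.01 and the up-regulated share was 68.1% at 24 h and 62.2% from S-6 to S-24.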

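At both times 762 unigenes were called in shoots, 729 of them in the same direction. Both comparisons use S-0, so chance differences in S-0 enter both. In simulated shoot libraries without any changed unigene, 0 unigenes were called at both times when only counting error was simulated, 41 with a biological coefficient of variation of 0.2 and 858 with 0.4, of which 831 were in the same direction. Of the unigenes called in the same direction at both times with at least 100 tags in 1 library and a described function, a photoconvertible water-soluble chlorophyll-binding protein (Unigene34812_All) rose most with 0.01 TPM in place of 0, from no listed tag in S-0 to 608 and 278 tags in S-6 and S-24. Cytochrome P450 83B1 (Unigene29838_All) was next, with no listed tag in S-0 and 104 and 38 tags. Dihydroflavonol-4-reductase (CL4485.Contig3_All) had 2, 86 and 176 tags in S-0, S-6 and S-24, a log2 ratio of 6.41 (4.54 to 9.47) at 24 h. The largest falls at 24 h were −3.95 (−4.78 to −3.22) for a salt-induced protein (Unigene17612_All), −3.49 (−4.53 to −2.60) for the disease resistance protein RGA3 (CL91.Contig4_All) and −2.90 (−3.10 to −2.70) for GA-stimulated transcript-like protein 6 (Unigene19926_All).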

For roots, compared with the control, 4564 DEGs were observed totally, and there were 1338 and 4047 DEGs in R-6 and R-24, respectively; among these genes, 821 DEGs were expressed throughout treatment (Figure 2A,C).

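From R-0 to R-6, 605 unigenes were up-regulated and 1035 down-regulated, a total of 1640, and from R-0 to R-24 1436 and 3296, a total of 4732. Between R-6 and R-24 the counts were 1057 and 1837. Either time gave 5384 DEGs and both times 988, of which 963 were in the same direction. Simulated root libraries without changed unigenes gave 0 calls at both times with counting error alone, 35 with a coefficient of variation of 0.2 and 901 with 0.4. The up-regulated share was 36.9% at 6 h, 30.3% at 24 h and 36.5% from R-6 to R-24. This share depended on the scaling. Under edgeR's TMM scaling it was 46.0%, 47.7% and 52.2%, with 2028 up-regulated and 2227 down-regulated unigenes at 24 h. DESeq2's size factors gave 42.5%, 48.1% and 56.0%. The median log2 ratio of expressed unigenes from R-0 to R-24 was −0.46 with clean-tag totals and −0.22 with TMM, so ratios in roots at 24 h lie lower by this shift than under TMM.

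**Figure D1:**
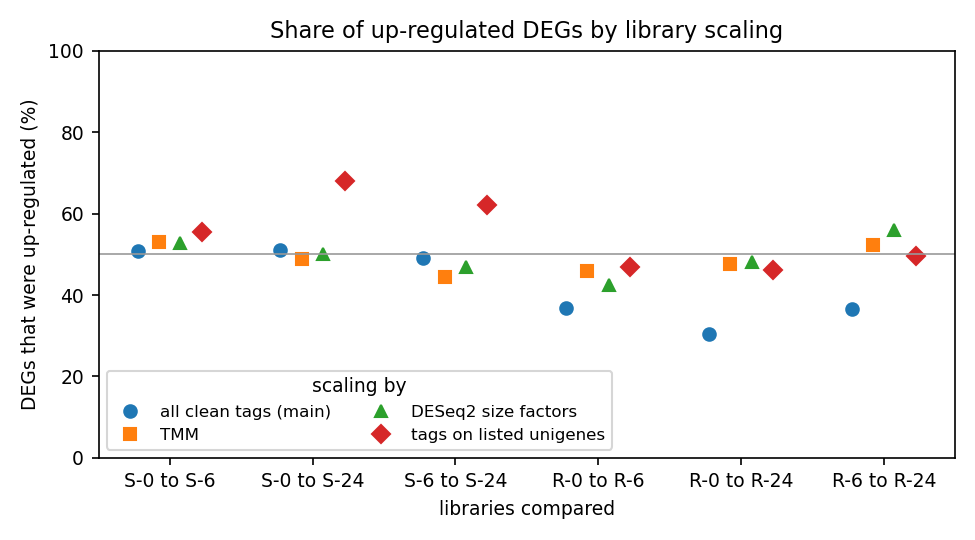
Share of up-regulated DEGs (%, vertical axis) in each of the 6 comparisons of libraries (horizontal axis), with 1 point per way of scaling the libraries. From R-0 to R-24 the share is 30.3% with all clean tags, 47.7% with TMM, 48.1% with DESeq2's size factors and 46.1% with tags on listed unigenes.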

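Among root unigenes called in the same direction at both times, a heat shock 70 kDa protein-like unigene (Unigene26209_All) rose most at 24 h, with 6, 84 and 1053 tags in R-0, R-6 and R-24 and a log2 ratio of 7.38 (6.25 to 8.83). HSP18.1A (CL4196.Contig9_All) reached 6.38 (5.44 to 7.51) and laccase-15-like (Unigene4774_All) 5.56 (4.32 to 7.20). The largest falls were −4.65 (−6.30 to −3.39) for a Jacalin-like lectin domain protein (CL2153.Contig2_All), −4.40 (−5.64 to −3.39) for a cell wall-plasma membrane linker protein (Unigene2380_All) and −3.98 (−4.41 to −3.58) for dehydration-responsive protein RD22 (CL1132.Contig2_All).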

Then, K-Means/K-Medians Support Module (KMS) embedded in the MEV program was used to cluster the total of 3353 and 4564 DEGs in shoots and roots into six and seven profiles (*p* < 0.05), respectively (Figure 3A,C). 

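k-means with 50 random starts was run on the z-scores of TPM over 0, 6 and 24 h, with 6 clusters for the 4023 shoot DEGs and 7 for the 5384 root DEGs. The clusters held 93.5% and 95.9% of the variance of the z-scores. In shoots, 1112 unigenes rose mainly at 24 h, with a median log2 ratio of 0.54 at 6 h and 1.90 at 24 h, and 404 rose from 6 h on, with 1.76 and 1.84. Another 586 were highest at 6 h, with 1.76 and then 0.23. A fall from 6 h on was seen for 857 unigenes (−1.15 and −1.44), a fall at 24 h for 588 (−0.10 and −1.48) and a low at 6 h for 476 (−1.47 and −0.36). In roots, 1514 unigenes fell steadily (−0.60 and −1.66), 973 fell from 6 h on (−1.38 and −1.74), 889 fell at 24 h (−0.09 and −1.45) and 282 were lowest at 6 h (−1.49 and −0.35). Rises were seen at 24 h for 904 (0.44 and 1.99), from 6 h on for 508 (1.33 and 1.72) and mainly at 6 h for 314 (1.76 and 0.67). The choice that moved the clusters most was z-scores of log2 values, with an adjusted Rand index to the clusters above of 0.78 in shoots and 0.69 in roots. These sizes describe shapes over 3 libraries and carry no test.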

Pearsons correlation co-efficient was used to identify significantly enriched metabolic or signal transduction pathways of DEGs by recording the coefficient of variation (CV) of each DEGs. 

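GO terms of each shoot cluster were counted against lists drawn from all shoot DEGs with an annotation, matched on mean expression, and the 3 terms of each ontology with the smallest hypergeometric probability were examined. In the cluster that fell at 24 h, chloroplast thylakoid membrane was found 36 times (19.74 by matched lists), chloroplast envelope 42 times (26.04) and cysteine biosynthetic process 18 times (7.67). Structural constituent of ribosome was found there 23 times (10.2). The cluster that fell from 6 h on held photosystem II assembly 15 times (8.11) and rRNA processing 20 times (11.31). In the cluster that rose at 24 h, negative regulation of programmed cell death was found 13 times (4.96), protein targeting to membrane 22 times (10.1) and calmodulin binding 8 times (3.47). The cluster that rose from 6 h on held response to high light intensity 9 times (3.31) and peroxidase activity 5 times (1.39). Unigenes highest at 6 h included regulation of stomatal movement 6 times (2.12), and those lowest at 6 h chloroplast relocation 10 times (3.83).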

For shoots, K1 was mainly involved in photosynthesis and oligosaccharide metabolic process; K2 was related to photosynthesis and isoprenoid metabolic process; K4 was associated with stress, ethylene and jasmonic acid stimulus response; K5 participates in water deprivation, salicylic acid metabolic and flavonoid biosynthesis; K6 was associated with photosynthesis (Figure 3B). For roots, K2 was mainly involved in the salicylic acid signaling pathway, phytochelatin metabolic process and stress response; K3 was related to endogenous and hormone stimulus response; K5 was associated with regulation of meristem growth; K6 was mainly involved in root development and fluid transport (Figure 3D).

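Counted in the same way among the root DEGs, the cluster that fell from 6 h on held regulation of meristem growth 15 times (6.76 by matched lists), root hair elongation 15 times (6.69) and cell wall 33 times (20.25). It also held structural constituent of ribosome 45 times (28.71). The steadily falling cluster held root morphogenesis 10 times (4.57), GTP binding 32 times (16.41) and Golgi apparatus 93 times (68.37). Among unigenes that rose at 24 h, response to heat was found 23 times (6.03), response to high light intensity 17 times (5.09) and response to chitin 19 times (6.34). Those that rose from 6 h on held response to chitin 12 times (3.53), defense response to fungus 9 times (2.56) and response to ethylene stimulus 6 times (1.79). Among unigenes highest at 6 h, chloroplast thylakoid membrane was found 10 times (2.34) and response to abscisic acid stimulus 8 times (2.84). Response to cold was found 11 times (4.85) among those lowest at 6 h. Gravitropism was found 11 times (4.52) among those that fell at 24 h.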

Analysis for GO enrichment of DEGs was carried out using Cytoscape (*p* < 0.01). Few GO terms were over-represented in six hours. Therefore, only GO enrichment in 24 h was displayed. 

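For each tissue and time, the DEGs with a GO term were counted against 10000 lists matched on mean expression, drawn from the annotated unigenes with tags enough to be called. Among terms with at least 10 such unigenes, 17 of 958 terms in shoots and 9 of 953 in roots held more DEGs at 6 h than all but 1 in 1000 matched lists. Chance alone would give 0.96 and 0.95 terms. At 24 h the numbers were 28 of 984 in shoots and 23 of 970 in roots, against 0.99 and 0.97 by chance. The alternative that moved them most was the DEG list at an assumed biological coefficient of variation of 0.4, with 0 and 0 terms at 6 h and 2 and 6 at 24 h. Counting down-regulated DEGs alone gave 22 terms in roots at 6 h. In shoots at 6 h, response to blue light was found 19 times (7.47 expected), response to far red light 19 times (7.88) and lipoxygenase activity 6 times (1.13). In roots at 6 h, cytosolic small ribosomal subunit was found 24 times (7.78), regulation of meristem growth 17 times (6.78) and response to salt stress 60 times (38.81).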

In shoots, “photosynthesis” was the most represented in BP, followed by “light reaction”; for CC, “thylakoid” was most dominant, followed by “chloroplast”; for MF, “monooxygenase activity” and “xyloglucan: xyloglucosyl transferase activity” were dominantly enriched (Figure 4). 

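In shoots at 24 h, photosynthesis was carried by 16 DEGs, 1 up-regulated and 15 down-regulated, against 10.2 in matched lists, of which 95% lay between 5 and 16. The light reaction of photosynthesis was found 9 times, within the range of 2 to 11. Photosynthetic electron transport in photosystem I was found 18 times, all down-regulated, against 7.40 (3 to 12). For CC, thylakoid was found 13 times against 7.20 (3 to 12) and chloroplast 202 times against 173.1 (152 to 196), with 76 up-regulated and 126 down-regulated. Chloroplast thylakoid membrane had 62 DEGs against 36.3, with 6 up-regulated and 56 down-regulated, and apoplast 56 against 34.1. For MF, monooxygenase activity was found 21 times against 7.79 (12 up-regulated, 9 down-regulated) and xyloglucan:xyloglucosyl transferase activity 9 times against 2.17 (5 up-regulated, 4 down-regulated). Response to chitin had 38 DEGs against 20.3, and 30 of them were up-regulated.

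**Figure D2:**
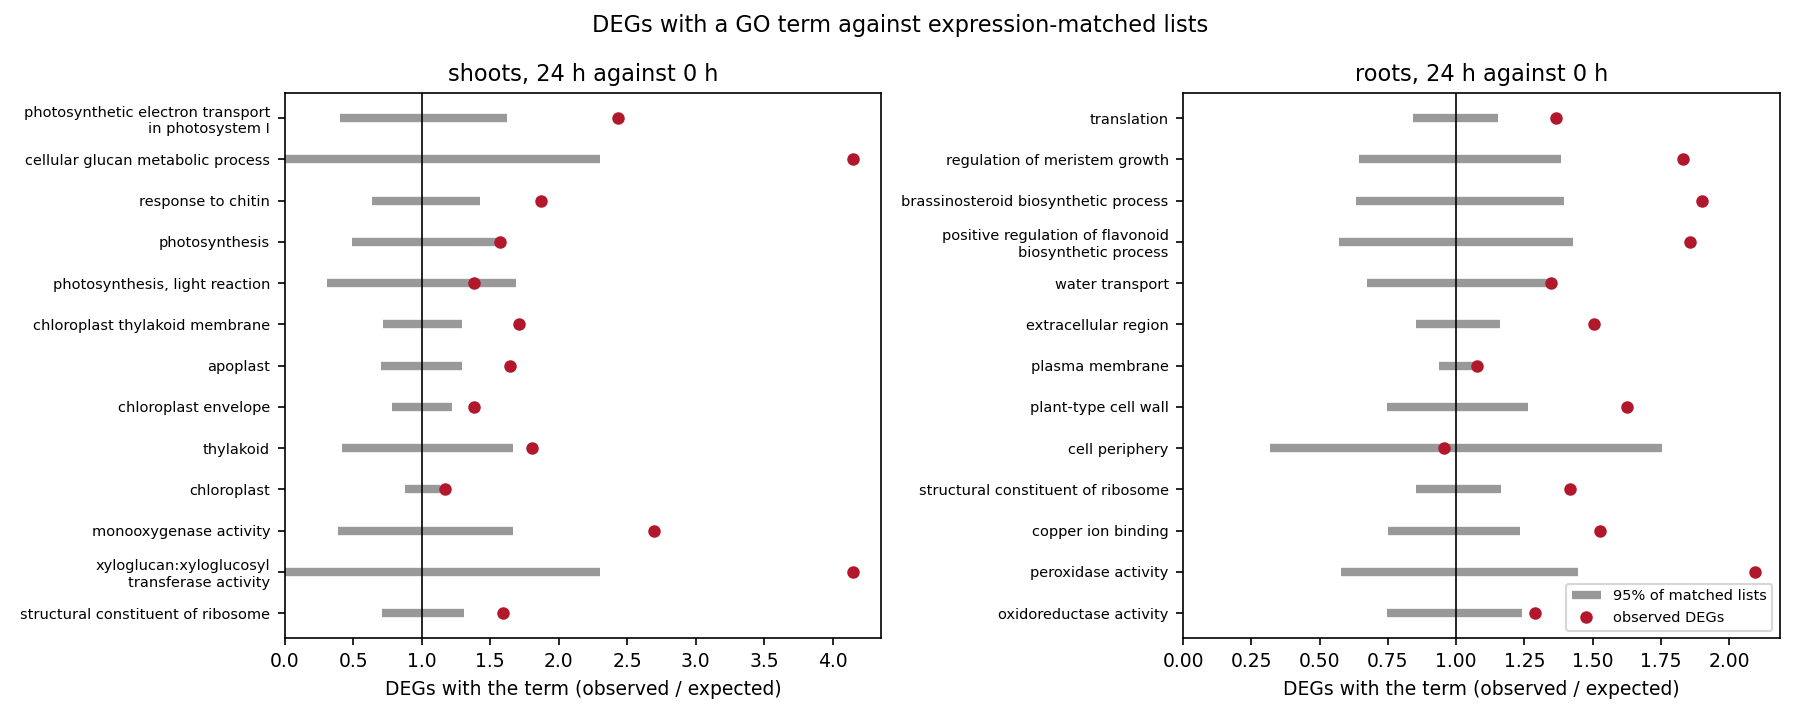
DEGs with a GO term divided by the number expected from expression-matched lists (horizontal axis) for 13 terms each in shoots and roots at 24 h, with the range of 95% of matched lists in grey; a term does not take in its child terms. The light reaction of photosynthesis in shoots and cell periphery in roots lie inside their grey ranges.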

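In roots at 24 h, positive regulation of flavonoid biosynthetic process was carried by 26 DEGs, 12 up-regulated and 14 down-regulated, against 14.01 in matched lists (8 to 20). Regulation of meristem growth was found 37 times against 20.22 and brassinosteroid biosynthetic process 30 times against 15.78, with 35 and 30 of these down-regulated. Water transport was found 32 times (16 to 32), 31 of them down-regulated. For CC, the 34 unigenes annotated with cell periphery itself held 6 DEGs against 6.27. Child terms were not added, so this leaves out plasma membrane, which is part of it. Plasma membrane was found 538 times against 499.2 (467 to 531), 448 of them down-regulated, plant-type cell wall 63 times against 38.8 and extracellular region 157 times against 104.3. For MF, peroxidase activity was carried by 29 DEGs against 13.83 (8 to 20), of which 6 were up-regulated and 23 down-regulated, and oxidoreductase activity by 57 against 44.3 (33 to 55). Structural constituent of ribosome was found 140 times against 98.7, 133 of them down-regulated.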

In roots, “positive regulation of secondary metabolite biosynthesis” was mainly clustered in BP; for CC, “cell periphery” was most represent, followed by “plasma membrane”; for MF, “peroxidase activity” and “oxidoreductase activity” were dominantly enriched (Figure 5).

### 2.5. Screening and Characterization of the DEGs Related to Adaptation to Osmotic Stress in H. ammodendron

#### 2.5.1. DEGs Related to Transporters

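Of the unigenes described as 1 of 9 kinds of ion transporter, 3 were up-regulated and 3 down-regulated in shoots at 24 h, and 1 was down-regulated at both times. The potassium channel AKT1-like (Unigene99_All) had 24, 36 and 61 tags in S-0, S-6 and S-24, with log2 ratios of 0.59 (−0.19 to 1.40) at 6 h and 1.30 (0.60 to 2.05) at 24 h. For the putative potassium channel protein Mkt1p (Unigene19843_All), with 52, 78 and 201 tags, the ratio at 24 h was 1.91 (1.46 to 2.37). Cyclic nucleotide-gated ion channel 17-like (CL4885.Contig2_All) changed by 0.26 (−0.23 to 0.74) at 6 h and 1.05 (0.62 to 1.48) at 24 h. All 3 were called at 24 h only. The median of 9 cyclic nucleotide-gated channels was 0.32 at 6 h and −0.37 at 24 h, with the same signs under every scaling. The call of AKT1-like was lost with Benjamini-Yekutieli adjustment and that of the cyclic nucleotide-gated channel with libraries thinned to equal depth.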

In shoots, genes related to ion transport (*Arabidopsis* K^+^ transporter 1 (AKT1), Mkt1p, cyclic nucleotide-gated channel-17 (CNGC-17), ER-type calcium ATPase, calcium antiporter 1 and vacuolar H^+^-pyrophosphatase) were highly induced under osmotic stress with four genes up-regulated. The down-regulation of three genes (vacuolar iron transporter, nitrate transporter 1.1 and cation/H^+^ antiporter 20-like) were observed in roots (Table S4).

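In roots at 24 h, 11 unigenes of these transporter families were down-regulated and 0 up-regulated, and their median log2 ratio was −1.10 (percentile 0.4). Vacuolar iron transporter homolog 4-like (Unigene2256_All) had 1997, 1966 and 397 tags in R-0, R-6 and R-24, ratios of −0.07 (−0.16 to 0.03) and −2.41 (−2.57 to −2.25). Nitrate transporter 1.1 (Unigene11712_All) had ratios at 6 h and 24 h of −2.48 (−2.89 to −2.08) and −3.13 (−3.64 to −2.66). Cation/H+ antiporter 20-like (Unigene12228_All) was called at 24 h only, with −1.82 (−2.70 to −1.02).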

#### 2.5.2. DEGs Related to Signal Transduction 

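Of 488 shoot unigenes described as transcription factors, 26 were up-regulated and 16 down-regulated at 6 h, and 36 and 28 at 24 h. At both times 16 were up-regulated and 9 down-regulated. The median log2 ratio of 286 members was −0.08 at 6 h and −0.06 at 24 h (percentiles 19.0 and 40.4), and the sign at 24 h changed with libraries scaled by tags on listed unigenes. The member with the most tags among those called at both times was NAC domain-containing protein 72-like (Unigene16469_All), with 1068, 2473 and 3202 tags and ratios of 1.22 (1.11 to 1.32) and 1.54 (1.44 to 1.64).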

In shoots, plenty of genes homologous to transcription factors (TF) were differential expressed under osmotic stress, with 18 genes up-regulated and 16 down-regulated. In roots, nine genes were up-regulated and one down-regulated. 

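Among 490 root unigenes described as transcription factors, 15 were up-regulated and 16 down-regulated at 6 h, 41 and 48 at 24 h, and 11 and 8 at both times. With TMM scaling, 2 instead of 8 were down-regulated at both times. The family's median at 24 h, −0.21 with clean-tag totals, was above 0 under the other scalings. In roots the same NAC domain-containing protein 72-like unigene changed by 1.34 (1.24 to 1.45) at 6 h and 1.88 (1.79 to 1.99) at 24 h.

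**Figure D3:**
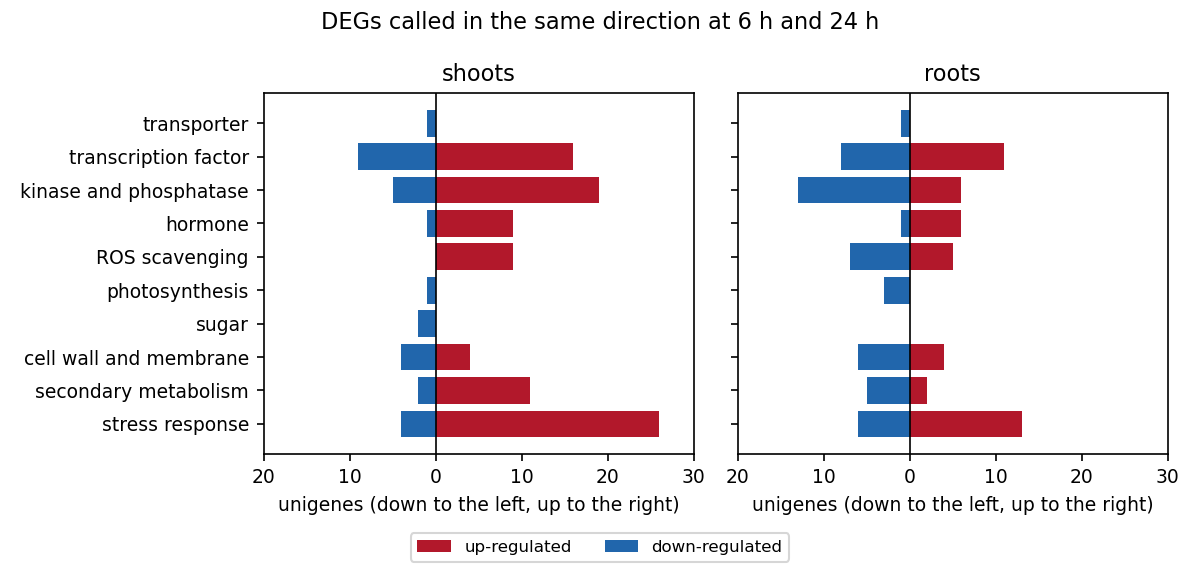
Number of unigenes of 10 functional groups called in the same direction at 6 h and 24 h (horizontal axis; up-regulated to the right, down-regulated to the left) in shoots and roots. In shoots the stress response group has 26 up-regulated and 4 down-regulated unigenes, and in roots kinases and phosphatases have 6 and 13.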

Various kinase and phosphatase genes were also found differentially expressed. 

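Kinases and phosphatases together had 28 up-regulated and 18 down-regulated shoot unigenes at 6 h and 52 and 24 at 24 h. At both times 19 were up-regulated and 5 down-regulated in shoots, and 6 and 13 in roots. With TMM scaling, 8 instead of 13 were down-regulated at both times in roots. Root tallies were 11 and 19 at 6 h and 31 and 73 at 24 h. The kinase with the most tags among those called at both times was the receptor-like protein kinase FERONIA-like (CL6847.Contig2_All), which was lower in both tissues. Its ratios were −1.41 (−1.55 to −1.27) and −1.004 (−1.13 to −0.88) in shoots and −1.01 (−1.16 to −0.86) and −1.12 (−1.27 to −0.96) in roots, where it was not called under TMM or DESeq2 scaling. Protein phosphatase 2C 10 (Unigene17383_All) rose in shoots, with 1.08 (0.79 to 1.38) and 1.19 (0.91 to 1.48). In roots, protein phosphatase 2C 5-like (Unigene23571_All) changed by −1.76 (−1.94 to −1.59) at 6 h and −0.23 (−0.36 to −0.11) at 24 h.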

The up-regulation of 24 genes and down-regulation of eight genes in shoots and the up-regulation of five genes and down-regulation of two genes in roots were observed (Table S5). Hormone pathways play crucial roles in abiotic stresses during plant growth and development. 

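Genes of hormone synthesis and signaling had 12 up-regulated and 1 down-regulated shoot unigenes at 6 h, 16 and 2 at 24 h, and 9 and 1 at both times. For ABA, 9-cis-epoxycarotenoid dioxygenase 3 (Unigene19336_All) had 117, 1097 and 2138 tags and ratios of 3.24 (2.96 to 3.52) and 4.15 (3.88 to 4.43). For ethylene, 1-aminocyclopropane-1-carboxylate oxidase (Unigene23931_All) had 2.21 (1.80 to 2.63) and 3.15 (2.77 to 3.56), and a phytosulfokine-alpha precursor (Unigene11889_All) 1.56 (1.42 to 1.70) and 1.62 (1.49 to 1.77). For jasmonic acid, allene oxide cyclase 4 (Unigene3327_All) had 2.99 (2.59 to 3.40) and 3.62 (3.23 to 4.03), and the median of 13 unigenes was 1.80 at 6 h and 0.97 at 24 h. For cytokinin, zeatin O-glucosyltransferase-like (Unigene3018_All) had no listed tag in S-0, 4 in S-6 and 14 in S-24, a call at 24 h that Benjamini-Yekutieli adjustment removed. Cytokinin dehydrogenase 7-like (CL8540.Contig1_All) was down-regulated at 24 h, with −1.55 (−1.86 to −1.25).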

In shoots, the abundance of five genes involved in ABA and ethylene synthesis, two genes associated with phytosulfokine, six genes involved in jasmonic acid (JA) biosynthesis and one gene involved in cytokinin were increased. In roots, four genes were down-regulated (Table S5).

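In roots, 7 hormone unigenes were up-regulated and 1 down-regulated at 6 h, 11 and 2 at 24 h, and 6 and 1 at both times. An ACC oxidase homolog (CL7697.Contig2_All) had ratios of 1.18 (0.86 to 1.51) and 1.83 (1.53 to 2.14), and a lipoxygenase (Unigene40642_All) 2.04 (1.33 to 2.83) and 3.01 (2.34 to 3.76). Phytosulfokine-alpha precursor (Unigene11889_All) reached 2.18 (2.03 to 2.33) at 6 h and 1.60 (1.45 to 1.76) at 24 h in roots. The 9-cis-epoxycarotenoid dioxygenase 3 unigene, with 0.99 (0.86 to 1.11) in roots at 24 h, was called there under TMM and DESeq2 scaling and when scaled by tags on listed unigenes, but not otherwise.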

#### 2.5.3. DEGs Related to Reactive Oxygen Species (ROS)

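Unigenes of ROS-scavenging families were up-regulated in shoots in 14 cases and down-regulated in 5 at 6 h, in 15 and 6 at 24 h, and in 9 and 0 at both times. Under TMM scaling 1 was down-regulated at both times. A thioredoxin H-type 3 (Unigene23370_All) had 23, 138 and 243 tags and ratios of 2.59 (1.95 to 3.30) and 3.36 (2.74 to 4.04), while the median of 20 thioredoxins was −0.12 and −0.34, below 0 under every scaling. Ascorbate peroxidase (Unigene3727_All) rose from 3 tags to 30 and 41, so its ratio at 24 h is uncertain, 3.73 (2.08 to 6.06). Glutathione S-transferase (Unigene22338_All) changed by 1.34 (0.98 to 1.71) and 1.15 (0.79 to 1.53), and a chloroplastic polyphenol oxidase (CL5803.Contig1_All) by 1.16 (0.97 to 1.35) and 1.01 (0.81 to 1.20), the latter not called under TMM or DESeq2 scaling. Alternative oxidase AOX1a (Unigene23361_All) was called at 24 h only, with 2.34 (1.29 to 3.55).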

In shoots, the up-regulation of 11 genes related to ROS-scavenging were induced, while a gene encoding peroxidase precursor was down-regulated. 

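Root tallies for ROS scavenging were 6 up-regulated and 10 down-regulated unigenes at 6 h, 19 and 26 at 24 h, and 5 and 7 at both times. Glutathione S-transferases had the most increases, with 13 up-regulated and 3 down-regulated at 24 h and a median of 0.77, and the unigene with the most tags among those called at both times (Unigene22338_All) had 1.27 (0.89 to 1.67) and 1.57 (1.20 to 1.96). Thioredoxin F-type (Unigene7132_All) had 1.51 (0.67 to 2.43), a call lost with Benjamini-Yekutieli adjustment, and 1.80 (0.99 to 2.70), while the median of 19 thioredoxins was −0.56 at 24 h, below 0 under every scaling. Alternative oxidase AOX1a had 1.63 (0.87 to 2.45) at 24 h. A cytosolic L-ascorbate peroxidase 2-like unigene (Unigene16564_All) was lower at 6 h, with −1.38 (−1.56 to −1.20), and a polyphenol oxidase (CL7796.Contig1_All) at 24 h, with −2.55 (−3.76 to −1.51).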

In roots, five genes were up-regulated (Table S6).

#### 2.5.4. DEGs Related to General Metabolism

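Of 147 shoot unigenes in families of photosynthesis and linked carbon metabolism, 3 were up-regulated and 10 down-regulated at 6 h and 9 and 27 at 24 h. At both times 0 were up-regulated and 1 down-regulated. The median of 112 members was 0.00 at 6 h and −0.61 at 24 h, below every matched list at 24 h to the first decimal of the percentile (0.0). Chlorophyll a/b-binding proteins had a median of 0.50 at 6 h and −1.10 at 24 h, and photosystem subunits −0.11 and −0.49. The chlorophyll a/b-binding protein with the most tags among those called (Unigene2293_All) had 31396, 26944 and 10240 tags in S-0, S-6 and S-24 and a ratio of −1.66 (−1.69 to −1.63) at 24 h. A Rubisco small subunit (Unigene29308_All) changed by −0.53 (−0.57 to −0.49) and −1.94 (−1.99 to −1.88). The photosystem II assembly factor HCF136 (CL4773.Contig3_All) was the unigene called at both times, with −1.01 (−1.32 to −0.70) and −1.54 (−1.90 to −1.20), and its call at 6 h was lost under TMM and DESeq2 scaling, thinning and 1 read added.

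**Figure D4:**
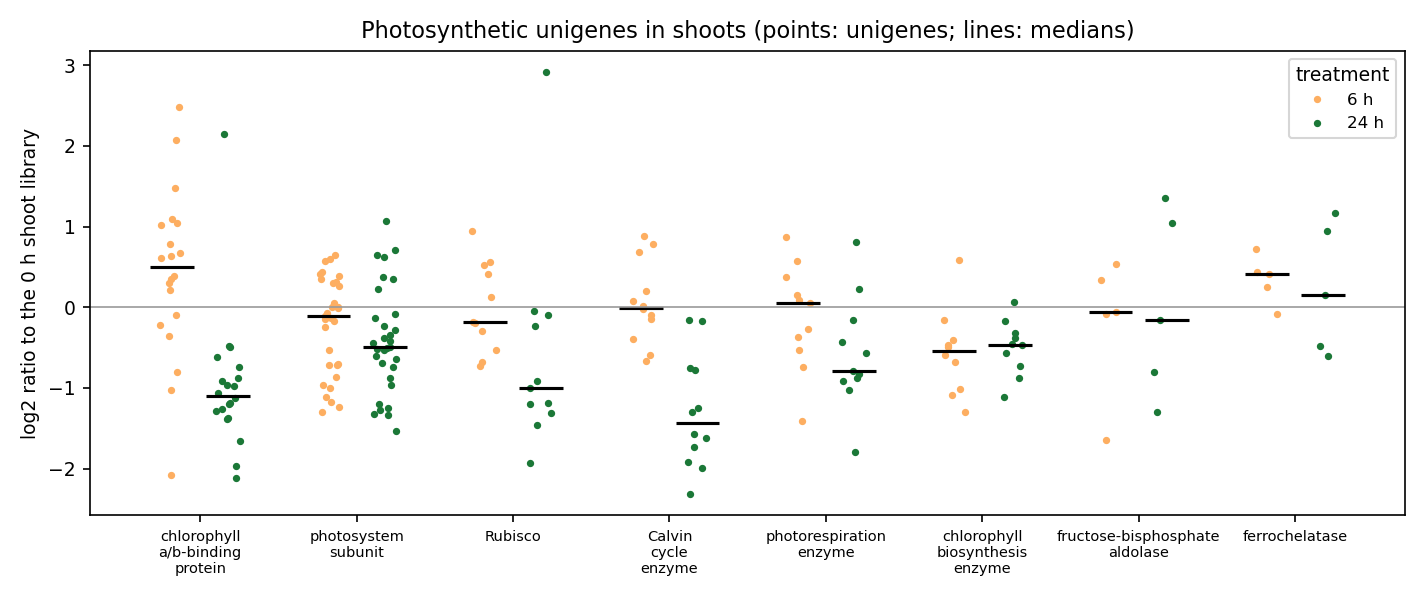
log2 ratio to S-0 (vertical axis) of photosynthetic unigenes in S-6 and S-24, by family (horizontal axis), with points for unigenes and lines for medians. The median of Calvin cycle enzymes is −0.01 at 6 h, above 0 under the other scalings, and −1.44 at 24 h, and that of fructose-bisphosphate aldolases at 24 h, −0.16, is above 0 when libraries are scaled by tags on listed unigenes.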

In this study, many DGEs were classified into photosynthetic responsive genes, including ten up-regulated genes and 16 down-regulated genes in shoots (Table S7). Eighteen genes related to cell wall organization were more abundant under osmotic stress in shoots, while pectinesterase inhibitor was down-regulated. In addition, five up-regulated genes involved in cell membrane stability were identified. 

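For cell wall organization, 4 shoot unigenes were up-regulated and 6 down-regulated at 6 h, 12 and 8 at 24 h, and 3 and 3 at both times. Expansin A5c (Unigene13542_All) rose at 24 h by 3.15 (2.61 to 3.73), and caffeic acid 3-O-methyltransferase (CL5562.Contig1_All) by 1.19 (1.04 to 1.34) at 6 h and 1.31 (1.16 to 1.46) at 24 h. Inositol oxygenase 2-like (Unigene25164_All) had 2.22 (1.62 to 2.87) and 2.22 (1.63 to 2.87). Xyloglucan endotransglucosylase/hydrolases had a median of −0.90 at 24 h, and the member with the most tags among those called at both times (Unigene17387_All) had −1.48 (−1.91 to −1.07) and −1.85 (−2.31 to −1.40). Pectinesterase inhibitor (Unigene5087_All) had 65, 32 and 24 tags and was called at 24 h, with −1.48 (−2.22 to −0.79). Its ratio at 6 h, −1.02 (−1.68 to −0.38), was called only with a filter of at least 10 reads.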

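The families taken for membrane stability, lipid transfer proteins and lipases, had 2 up-regulated and 3 down-regulated shoot unigenes at 6 h, 8 and 6 at 24 h, and 1 and 1 at both times. A non-specific lipid-transfer protein (Unigene15391_All) rose from 20 tags in S-0 to 114 and 269, ratios of 2.52 (1.82 to 3.28) and 3.70 (3.05 to 4.44). The lipase with the most tags among those called (Unigene14773_All) changed by −1.89 (−2.02 to −1.76) at 6 h and −0.29 (−0.38 to −0.20) at 24 h. The median of 25 lipases was 0.24 at 6 h and −0.35 at 24 h, with the same signs under every scaling.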

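Root unigenes of cell wall organization were up-regulated in 6 cases and down-regulated in 6 at 6 h. The tallies were 4 and 15 at 24 h, and 4 and 5 at both times. The median of 11 polygalacturonases was −1.53 at 24 h (percentile 0.1), and a polygalacturonase non-catalytic subunit (CL4962.Contig1_All) had −2.79 (−3.86 to −1.87) and −3.48 (−4.85 to −2.37). Xyloglucan endotransglucosylase/hydrolase 8 (Unigene21975_All) had −1.13 (−1.45 to −0.82) and −1.66 (−2.02 to −1.31), an expansin 11 precursor (Unigene2265_All) −1.37 (−2.11 to −0.66) and −2.29 (−3.28 to −1.40), and a laccase-like protein (Unigene23631_All) −1.29 (−1.55 to −1.03) and −1.33 (−1.60 to −1.07). Of the laccases, 3 were up-regulated at both times and 1 down-regulated, and the median of 9 was −1.33 at 24 h. The median of 10 xyloglucan endotransglucosylase/hydrolases was −0.49 at 6 h but 0.27 at 24 h, both with the same sign under every scaling.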

In roots, four genes involved in cell wall organization were differentially expressed (Table S7). Sixteen genes classified into secondary metabolism were differentially expressed in shoots under osmotic stress, two genes involved in pigment synthesis and six genes for cytochrome P450 were up-regulated. 

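Families of secondary metabolism had 19 up-regulated and 2 down-regulated shoot unigenes at 6 h, 20 and 5 at 24 h, and 11 and 2 at both times. Of 128 shoot unigenes described as cytochrome P450, 10 were up-regulated and 2 down-regulated at both times, and their median was 0.55 at 6 h and 0.32 at 24 h (percentile 99.6 at 24 h). The P450 with the most tags among those called at both times, CYP72A59 (CL8632.Contig5_All), was lower, with −1.44 (−1.68 to −1.21) and −1.34 (−1.57 to −1.12). For pigments, leucoanthocyanidin dioxygenase-like (Unigene9650_All) had 13, 34 and 84 tags and a ratio of 2.65 (1.80 to 3.61) at 24 h, and chalcone synthase (Unigene23979_All) no listed tag in S-0, 2 in S-6 and 15 in S-24, a call lost with Benjamini-Yekutieli adjustment.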

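In roots, 7 unigenes of secondary metabolism were up-regulated and 5 down-regulated at 6 h, 14 and 11 at 24 h, and 2 and 5 at both times. A unigene of the 2-nitropropane dioxygenase family (Unigene40893_All) had 89, 125 and 220 tags in R-0, R-6 and R-24 and was called at 24 h, with 1.23 (0.87 to 1.60). A cytochrome P450 (CL6009.Contig1_All) had 436, 1417 and 3240 tags and ratios of 1.66 (1.50 to 1.82) and 2.82 (2.67 to 2.96). Geranylgeranyl diphosphate reductase (Unigene6592_All) had 64, 30 and 4 tags and −1.14 (−1.81 to −0.49) and −4.08 (−5.998 to −2.65), and its call at 6 h was lost under TMM scaling and Benjamini-Yekutieli adjustment.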

In roots, one gene for 2-nitropropane dioxygenase family and a gene for cytochrome P450 were up-regulated, and one gene for geranylgeranyl diphosphate reductase was down-regulated (Table S7).

#### 2.5.5. General Stress Response Genes

The expression of dehydration-responsive genes was significantly altered. 

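Families of the dehydration response (synthesis of proline and betaine, threonine aldolases, LEA proteins, dehydrins, other dehydration-responsive and cold acclimation proteins, heat shock proteins and other chaperones, and toxin extrusion proteins) had 8 up-regulated and 2 down-regulated shoot unigenes at 6 h, 15 and 3 at 24 h, and 6 and 0 at both times. Dehydrin (Unigene22355_All) had 526, 1672 and 1389 tags and ratios of 1.68 (1.53 to 1.82) and 1.36 (1.21 to 1.50). A cold acclimation protein (CL1403.Contig7_All) had 2.54 (2.19 to 2.90) and 1.91 (1.54 to 2.29). Heat shock protein 90 (CL8463.Contig2_All) was up-regulated at 6 h only, 1.42 (1.30 to 1.55), while the median of 25 heat shock proteins at 6 h was −0.31, below 0 under every scaling. Chaperone protein ClpB1-like (Unigene23417_All) was listed with 14 tags in S-0, 2 in S-6 and none in S-24 and was called down-regulated at 24 h.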

In shoots, sixteen genes were highly up-regulated. While three genes were down-regulated. 

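In roots, the same families had 9 up-regulated and 3 down-regulated unigenes at 6 h, 19 and 10 at 24 h, and 6 and 3 at both times. Under TMM scaling and under DESeq2 size factors, 7 were up-regulated and 1 down-regulated at both times. The median of 5 dehydrins was 1.42 at 6 h and 1.20 at 24 h, and the member with the most tags among those called at both times (Unigene22355_All) had 1.03 (0.93 to 1.14) and 1.20 (1.09 to 1.30). A group 3 LEA protein (CL598.Contig1_All) rose from 19 tags to 263 at 6 h and 61 at 24 h, 3.75 (3.08 to 4.50) and 1.60 (0.84 to 2.43). Heat shock protein 90-like (CL1926.Contig2_All) was lower, with −1.30 (−1.53 to −1.07) and −1.12 (−1.34 to −0.91), the latter not called under TMM or DESeq2 scaling. The median of 31 heat shock proteins was 0.08 and 0.20, above 0 under every scaling.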

In roots, four genes were up-regulated and seven genes were down-regulated. Additionally, a plethora of genes were classified into pathogenesis-related protein. Fifteen of the 22 genes were ranked as positive DEGs in shoots. 

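Pathogenesis-related families had 27 up-regulated and 7 down-regulated shoot unigenes at 6 h and 32 and 8 at 24 h. Of 24 called in the same direction at both times, 20 were up-regulated and 4 down-regulated. The median of 13 chitinases was 1.07 at 6 h and 1.66 at 24 h, and chitinase 3 (CL9439.Contig1_All) had 767, 3407 and 3965 tags and ratios of 2.16 (2.04 to 2.27) and 2.33 (2.21 to 2.44). A pathogenesis-related protein R (CL9422.Contig1_All), which is a thaumatin-like protein, had 1.25 (1.15 to 1.35) and 1.67 (1.57 to 1.76). Germin-like protein (CL10126.Contig3_All) reached 4.03 (3.15 to 5.05) at 24 h and a harpin-induced protein (Unigene17571_All) 3.44 (3.25 to 3.64). Of 236 unigenes described as NBS-LRR resistance proteins, 8 were up-regulated and 4 down-regulated at both times. The one with the most tags among them (CL6428.Contig2_All) had 1.36 (0.97 to 1.76) and 1.11 (0.72 to 1.52).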

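Root unigenes of the pathogenesis-related families were up-regulated in 9 cases and down-regulated in 7 at 6 h, in 10 and 16 at 24 h, and in 7 and 3 at both times. Germin-like protein subfamily 1 member 14-like (CL3120.Contig1_All) had 874, 3804 and 5830 tags in R-0, R-6 and R-24 and ratios of 2.08 (1.97 to 2.19) and 2.66 (2.56 to 2.76). A pathogenesis-related protein (Unigene1833_All) had 1.76 (1.47 to 2.06) and 1.45 (1.15 to 1.75), and an NBS-LRR type resistance protein (Unigene11739_All) 1.09 (0.57 to 1.64) and 1.12 (0.60 to 1.66), while the median of 55 NBS-LRR members was −0.16 and −0.43, below 0 under every scaling. Thaumatin-like protein (Unigene12360_All) was lower, with −1.68 (−2.16 to −1.23) and −2.59 (−3.21 to −2.01), while the median of 5 such proteins was 0.52 at 6 h and −0.08 at 24 h, the latter above 0 under the other scalings.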

In roots, there were 5 pathogenesis-related genes differently expressed with three up-regulated (Table S8).

### 2.6. Validation of the DEGs through qRT-PCR

To further test the reliability of the transcriptome analysis results, ten DEGs were randomly selected for quantitative reverse transcription polymerase chain reaction (qRT-PCR) analysis (Figure S6). The fold changes of relative gene expression by qRT-PCR were consistent with their DGE profiling. A linear regression analysis of the fold-changes between DGE profiling and qRT-PCR exhibited a significantly positive correlation with *R*^2^ = 0.8516 for 6 h vs. 0 h (Figure 6A) and *R*^2^ = 0.8724 for 24 h vs. 0 h (Figure 6B), indicating a very strong accuracy of our RNA-seq results.

### 2.7. Changes of Physiological Parameters under Osmotic Stress

With the prolongation of osmotic treatment (−0.75 MPa), shoot Na^+^ content increased dramatically. After 6 h and 24 h of treatment, Na^+^ content increased by 34% and 68% compared with control, respectively (*p* < 0.05) (Figure 7A). K^+^ content in leaf showed no significant change under osmotic stress (Figure 7B). Ca^2+^ content increased and then decreased, but not significantly (Figure 7C).

Osmotic stress (−0.75 MPa) led to a significant increase in betaine levels. After 6 h and 24 h of treatment, betaine content increased by 9% and 17% compared with control, respectively (*p* < 0.05) (Figure 8A). Osmotic stress significantly improved soluble sugar levels in shoots. After 6 h and 24 h of treatment, soluble sugar content increased by 93% and 1.16 times compared with control, respectively (*p* < 0.05) (Figure 8B). Additionally, after 24 h of treatment, proline content increased significantly by 30% compared with control (*p* < 0.05) (Figure 8C). Shoot osmotic potential decreased significantly under osmotic stress. After 6 h of treatment, osmotic potential decreased by 50% compared with control. After 24 h of treatment, osmotic potential decreased by 67% compared with control (*p* < 0.05) (Figure 8D).

POD activity significantly increased under osmotic stress. After 6 h of treatment, POD activity increased by 31% compared with control. After 24 h of treatment, POD activity increased by 89% compared with control (*p* < 0.05) (Figure 9).

## 3. Discussion

### 3.1. Analysis of Differentially Expressed Genes

In this work, 87,109 unigenes with a mean length of 680 bp were generated and confirmed reliable by qRT-PCR, and 3353 DEGs in shoots and 4564 in roots were successfully identified in *H. ammodendron* under osmotic stress. Among the above DEGs, those expressed continuously up-regulated or down-regulated through osmotic stress were of the most interest. Many of these candidate drought-tolerance genes were involved in ion transporters, signal transduction, ROS scavenging, photosynthesis, cell wall organization, membrane stabilization, secondary metabolism and hormones, which might contribute to the adaptation of *H. ammodendron* to arid environments.

### 3.2. Up-Regulation of the Genes Related to Transporters, Signal Transduction, ROS-Scavenging, Cell Wall and Membrane Stability, Secondary Metabolism Contributed to the Adaption Ability of H. ammodendron to Osmotic Stress

Accumulating a great quantity of Na^+^ and maintaining the stability of the Na^+^/K^+^ are necessary to homeostasis of the cellular environment in *Zygophyllum xanthonylon* [19]. Mutants of *AtCNGC3* (cyclic nucleotide-gated channel) and *AtCNGC10* led to lower Na^+^ and K^+^ accumulation compared with WT under salt stress [20]. In addition, *CNGCs* could improve absorption fluxes of Ca^2+^ into plant cells [19]. The *AKT1* type potassium channel regulates uptake of Na^+^ into cell under higher salt concentrations (150 mM NaCl) [21]. The mutant of *Physcomitrella patens* with Ca^2+^-ATPase loss-of-function showed a sustained increase of Ca^2+^, while WT displayed a transient cytoplasmic Ca^2+^ signature upon salt stress [22]. Calcium antiporter 1 has been found to be involved in compartmentalization of Ca^2+^ into vacuoles [23]. Vacuolar-H^+^-PPases play a vital role in sequestering ions into vacuoles via generating the driving force [24]. In the present study, the up-regulation of *CNGCs* and *AKT1* may result in a significant accumulation of Na^+^ and slight increase of K^+^ in shoots of *H. ammodendron* under drought stress. 

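For calcium in shoots, the calcium-transporting ATPase of the endoplasmic reticulum with the most tags (CL9730.Contig1_All) had 322, 273 and 502 tags in S-0, S-6 and S-24. Its log2 ratio was −0.23 (−0.47 to 0.01) at 6 h and 0.60 (0.39 to 0.80) at 24 h, and neither was called. Calcium antiporter 1 (Unigene2055_All) had 105, 51 and 54 tags, with −1.04 (−1.55 to −0.54) and −1.01 (−1.51 to −0.52). It was called at both times, but at 24 h not with 1 read added to each count. Vacuolar H+-pyrophosphatase (Unigene20156_All) fell from 9405 tags to 6409 and 4180, with −0.55 (−0.59 to −0.50) and −1.22 (−1.27 to −1.16), and was called at 24 h.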

Our results also showed the up-regulation of Ca^2+^-ATPase and down-regulation of calcium antiporter and V-H^+^-PPases, indicating that the *H. ammodendron* shoot could possess an efficient mechanism for maintaining Ca^2+^ homeostasis under drought conditions.

TFs play vital roles in regulating networks of drought-responses [25,26]. Previous studies suggested that Hsf, WRKY, NAC, MYB, GRAS, AP2 BHLH and bZIP were conducive to plants’ responses to drought and other abiotic stresses [25,26]. Moreover, over-expression of zinc finger protein gene *AtSAP5* could regulate expression of other stress-responsive genes and enhance drought tolerance of transgenic *Arabidopsis* [27]. Plant protein kinases and calmodulin-binding protein were reported to function in cellular stress signaling transduction [26,28]. CDPK, RLKs (receptor-like protein kinase) and MAPK characterized as stress responsive protein were involved in regulating signal transduction of plant growth and development [2,26,29]. Protein phosphatase 2c mediates a large amount of ABA responses [30]. In this study, the majority of genes encoding TFs, kinases and phosphatase were up-regulated in both shoots and roots, indicating an important role in the network for *H. ammodendron* to adapt to osmotic stress.

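Across all 276 protein kinases with enough tags for a median, the median log2 ratio in shoots was −0.11 at 6 h and 0.08 at 24 h (percentiles 6.7 and 97.9), and in roots −0.10 and −0.41 over 275 (percentiles 41.2 and 13.9). For 65 protein phosphatases in shoots it was −0.15 and 0.02, the latter below 0 under TMM, and for 63 in roots −0.23 and −0.24.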

The ABA pathway was suggested to play pivotal roles in plant drought tolerance [14]; 9-*cis*-epoxycarotenoid dioxygenase, a rate-limiting enzyme in ABA biosynthesis, was identified to enhance drought and salt tolerance by increasing endogenous ABA levels [14,15,31]. DRE binding factor was found to function in ABA-independent pathways [31]. Tobacco plants transformed with zeatin *O*-glucosyltransferase gene had higher levels of the total cytokinin [32]; 1-aminocyclopropane-1-carboxylate synthase and oxidase were essential for the biosynthesis of ethylene, a vital regulator for cell elongation, senescence and defense in plants [33,34]. In addition, ethylene coordinated with NO in inducing the expression of PM H^+^-ATPase and reduction of Na^+^/K^+^ ratio for *Arabidopsis* salt tolerance [35]. Topless-related protein, 12-oxophytodienoate reductase, allene oxide synthase, allene oxide cyclase, lipoxygenase and MYC2 were demonstrated to be involved in JA biosynthesis and singling [33,36,37]. Exogenous JA could enhance *Agropyron cristatum* tolerance to osmotic stress via modulating ascorbate and glutathione metabolism [38]. It was suggested that the silencing of cytokinin dehydrogenase irreversibly degraded cytokinins into adenine/adenosine moiety, generating a higher plant yield in barley [39], and the increase of cytokinin in the transgenic rice enhanced its tolerance to osmotic stress through cytokinin-dependent sustained and coordinated interaction of carbon and nitrogen metabolism [40]. In shoots, genes related to hormones were altered, leading to higher levels of ABA, ethylene, jasmonic acid and cytokinin, and suggesting that the resistance of *H. ammodendron* to the osmotic stress is mediated by these signaling pathways.

The excessive production of ROS led to destruction of membrane systems, causing oxidative damage; however, plants have anti-oxidation mechanisms, including antioxidant enzymes, to remove ROS [19]. Antioxidant enzyme systems dominantly include glutathione metabolism, the catalase pathway, superoxide dismutase and the peroxiredoxin/thioredoxin pathway [19]. Glutathione *S*-transferase metabolism, like ascorbate peroxidase, was shown to respond to dehydration stress along with POD. Thioredoxin could scavenge H_2_O_2_ and regulate the response to oxidative stress through protein–protein interactions [41]. Alternative oxidase has the capacity to scavenge ROS under abiotic stress [42]. The specific activity of polyphenol oxidase involved in antioxidant protection increased in olive tree under cold stress [43]. In this study, the abundance of most of the genes for antioxidant enzymes was increased in shoots and root, indicating that *H. ammodendron* has strong antioxidative ability to mitigate the damages induced by ROS when subjected to osmotic stress.

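The most abundant superoxide dismutase, a manganese enzyme (Unigene8043_All), had 6436, 7098 and 5001 tags in S-0, S-6 and S-24 and 6773, 5603 and 6160 in R-0, R-6 and R-24. Its ratios were 0.15 (0.10 to 0.20) and −0.41 (−0.46 to −0.36) in shoots and −0.32 (−0.37 to −0.27) and −0.22 (−0.27 to −0.17) in roots, and no superoxide dismutase was called in either tissue. Catalase (Unigene16544_All) had 35, 43 and 14 tags in shoots and 20, 21 and 25 in roots and was not called. The median over all ROS-scavenging families was 0.15 at 6 h and 0.24 at 24 h for 82 shoot unigenes, and −0.22 and −0.52 for 105 root unigenes.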

The plant cell wall was believed to function as a physical and defense barrier against abiotic and biotic stresses [44]. The plasma membrane is considered as a primary site of injury from stress in plants, therefore, maintaining stabilization of the plasma membranes will aid plants to adapt to stressful environments [26]. The gene for expansin controlling cell wall extensibility was more abundant in drought-tolerant maize cultivar [45,46]. Xyloglucan endotransglucosylase/hydrolases play a crucial role in controlling cell wall extensibility and the adaptation of *Arabidopsis* to cold temperature [43,45]. Polygalacturonases was associated with degradation of pectin portion [47], and Caffeic acid 3-*O*-methyltransferase plays a pivotal role in biosynthesis of lignin [47]. Moreover, the transgenic cotton overexpressing laccase related to lignin synthesis could function as a detoxifier and degrades organic pollutants [48]. Cinnamate 4-hydroxylase (C4H) was also significantly induced under various stresses and down-regulation of C4H led to reduction of lignin accumulation in *Populus* [49]. Overexpression of myo-inositol oxygenase associated with polysaccharides significantly enhanced growth and survival rates of transgenic rice upon osmotic stress [50]. Also, lipid transfer proteins and lipase are possibly associated with the repair of stress-induced damage in membranes [51]. In the current study, the abundance of genes associated with cell wall organization and membrane stabilization were up-regulated in shoots, suggesting that maintaining the integrity of the cell wall and plasmalemma is one of essential mechanisms for *H. ammodendron* adapt to osmotic stress. 

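Over the 91 unigenes of the cell wall and membrane families in shoots the median log2 ratio was 0.08 at 6 h (percentile 91.9) and 0.16 at 24 h (percentile 98.7). By family the medians at 24 h were 0.71 for expansins, 0.75 for caffeic acid 3-O-methyltransferases, 0.59 for lipid transfer proteins, −0.90 for xyloglucan endotransglucosylase/hydrolases, −0.48 for polygalacturonases and −0.35 for lipases, with the same signs under every scaling.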

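Cinnamate 4-hydroxylase (C4H, Unigene15310_All) had 53, 114 and 303 tags in R-0, R-6 and R-24, with log2 ratios of 1.06 (0.58 to 1.56) and 2.44 (2.01 to 2.89), and was called at both times. Of 26 root unigenes described as lipid transfer proteins, 0 were up-regulated and 1 down-regulated at 6 h, and 2 and 4 at 24 h. Their median was 0.28 at 6 h and 0.31 at 24 h. The member called at both times (Unigene8829_All) was lower, with −2.04 (−2.16 to −1.92) and −3.60 (−3.80 to −3.42).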

In roots, C4H and lipid binding proteins were up-regulated.

It was known that chalcone synthase participating in the salicylic acid defense signaling cascades could improve the accumulation of flavonoid and isoflavonoid phytoalexins [52] and play crucial roles in safflower responding to salinity stresses [53]. Leucoanthocyanidin dioxygenase was involved in biosynthesis of proanthocyanidin and vacuole development [54]. The overexpression of homogentisate phytyltransferase, considered as a key enzyme limiting tocopherol biosynthesis in lettuce, improved the content of tocopherol, a lipid soluble compound functioning as antioxidants and involved in signal transduction and transcription regulation [55]. Cytochrome P450 (CYP450) characterized as heme-thiolate enzymes was necessary for carbon assimilation, synthesis of hormones and as a structural components of cells [56]. In addition, CYP450 monooxygenase was essential for the synthesis of lignin, pigments, defense compounds, hormones and signaling molecules [57]. 

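In shoots, homogentisate phytyltransferase (Unigene3151_All), an enzyme of tocopherol synthesis, had 96, 194 and 202 tags and ratios of 1.02 (0.66 to 1.39) and 1.03 (0.67 to 1.39). In roots the same unigene had 60, 31 and 7 tags and −3.18 (−4.55 to −2.05) at 24 h. A C4H unigene (Unigene9154_All) rose in shoots by 1.46 (1.20 to 1.72) at 24 h. The leucoanthocyanidin dioxygenase-like unigene had ratios of 0.90 (−0.08 to 1.95) and 0.81 (−0.18 to 1.87) in roots, where neither was called. The median of 54 root P450 unigenes was 0.30 at 6 h and 0.21 at 24 h.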

In the present study, the genes related to biosynthesis of pigment and tocopherol and those encoding CYP450 were up-regulated in *H. ammodendron* responding to osmotic stress.

Threonine aldolase and Phosphoethanolamine *N*-methyltransferase were key enzymes in the biosynthesis of glycine betaine [58]. Late embryogenesis abundant protein (LEA) was associated with cellular dehydration tolerance [59], and the ectopical expression of *BhLEA1* and *BhLEA2* from *Boea hygrometrica* in transgenic tobacco could protect plant cells and stabilize photosynthetic proteins under osmotic stress [60]. Dehydrins characterized as LEAII protein also accumulated under several abiotic stresses [61]. Additionally, transgenic tobacco expressing ∆^1^-pyrroline-5-carboxylate synthetase gene resulted in a higher accumulation of proline upon a variety of environmental stresses [62]. Proteins of molecular chaperones are responsible for numerous cellular functions, such as refolding of damaged proteins and assistance of protein trafficking and degradation [63]. The transgenic rice seedlings overexpressing a small heat-shock protein 17.7 (sHSP17.7) had higher survival rate under osmotic stress and could regrow after re-watering [64]. The transgenic tobacco overexpressing chitinases generated a higher tolerance to biotic and abiotic stresses [65]. Pathogenesis-related protein, nbs-lrr resistance protein, 1,4-glucan-protein synthase, germin-like proteins, thaumatin-like protein and harpin-induced protein have been found to be involved in plant defense mechanisms [33,59,65,66,67]. In the present study, the up-regulation of genes related to betaine and proline synthesis and genes encoding LEA were identified, indicating those stress responsive genes in shoots play crucial roles in the adaptation of *H. ammodendron* to osmotic stress. 

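In shoots, the late embryogenesis abundant protein D-29-like unigene (Unigene25313_All) had 50, 147 and 583 tags in S-0, S-6 and S-24 and log2 ratios of 1.56 (1.09 to 2.06) and 3.50 (3.08 to 3.95). Over 5 LEA unigenes the median was 0.58 at 6 h and 1.39 at 24 h (percentiles 95.3 and 99.8). Of 9 listed LEA unigenes, 4 were up-regulated and 0 down-regulated at 24 h. From the rise of genes for betaine and proline synthesis and LEA, the paper concludes that these stress responsive genes matter for the adaptation of shoots to osmotic stress.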

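In roots at 24 h, multidrug and toxin extrusion protein 2-like (Unigene18131_All) had a log2 ratio of 1.45 (1.20 to 1.71), the cold acclimation protein (CL1403.Contig7_All) 1.34 (1.01 to 1.67), chaperone protein ClpB3 (Unigene402_All) 1.57 (1.32 to 1.82) and the harpin-induced protein (Unigene17571_All) 1.41 (1.30 to 1.52). All 4 were called at 24 h only. Class Ib chitinase (Unigene18086_All) was called at both times, with 1.29 (1.20 to 1.38) and 1.13 (1.04 to 1.23). The median of 16 root chitinases was 0.65 at 6 h and −0.22 at 24 h, the latter above 0 under TMM and DESeq2 scaling. Of 6 root unigenes described as dehydration-responsive, 1 was up-regulated and 1 down-regulated at 24 h. The one called at both times, RD22 (CL1132.Contig2_All), had 793, 404 and 53 tags, and its call at 6 h was lost under TMM scaling.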

In roots, the genes for toxin extrusion protein, cold acclimation protein, dehydration responsive protein, chaperone protein ClpB3, harpin-induced protein and chitinase 3 were up-regulated, suggesting that these stress responsive genes in roots play important roles for *H. ammodendron* adapt to osmotic stress.

### 3.3. Altered Expression of Genes Related to Photosynthesis Also Contributed to the Adaption of H. ammodendron to Osmotic Stress

Photosynthesis is one of the primary processes damaged during osmotic stress as a result of the alterations of photosynthetic metabolism, CO_2_ availability and subsequently oxidative stress [68]. 

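In shoots, the median of 12 Calvin cycle enzymes at 24 h, −1.44, lay at percentile 0.0. Of 13 listed, 7 were down-regulated and 0 up-regulated. Glyceraldehyde-3-phosphate dehydrogenase B (Unigene11868_All) had 4604, 4619 and 1541 tags and a log2 ratio of −1.62 (−1.71 to −1.54). For 11 photorespiration enzymes the median was 0.05 at 6 h and −0.80 at 24 h, with aminomethyltransferase (CL7250.Contig2_All) at −1.80 (−1.92 to −1.67). For 10 chlorophyll biosynthesis enzymes it was −0.55 at 6 h (percentile 2.4), when 3 were down-regulated, and −0.47 at 24 h (percentile 11.1), when none was called. Chlorophyll a oxygenase (Unigene11609_All) had −1.30 (−1.47 to −1.13) and −0.57 (−0.71 to −0.43). Geranylgeranyl hydrogenase (Unigene9691_All) was down-regulated at 24 h, with −1.21 (−1.44 to −0.99).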

In our study, many genes related to the Calvin cycle, photorespiration and chlorophyll biosynthesis were down-regulated, indicating that photosynthesis was inhibited in *H. ammodendron*. Additionally, overexpression of *PHD1* encoding UDP-glucose-epimerase enhanced photosynthetic rate and biomass in rice [69]. The transgenic *Anabaena* sp. line had improved photosynthetic yield with the increased activity of fructose-1,6-bisphosphate aldolase (FBA) and triosephosphate isomerase [70]. Moreover, the expression levels of photosynthesis-associated nuclear genes was improved in the *gun6-1D* mutant overexpressing plastid ferrochelatase 1 when chloroplast development was blocked in *Arabidopsis* [71]. Invertase could degrade sucrose, resulting in increased glucose and fructose [33]. The level of formate dehydrogenase catalyzing the oxidation of formate into CO_2_ and NADH was increased under various abiotic stresses [72]. The transcript of 6-phosphogluconate dehydrogenase functioning to regulate the efficiency of the pentose phosphate pathway was increased in rice during drought treatments [73]. 

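Several shoot unigenes of carbon metabolism, pigment synthesis and photosystem II were called up-regulated at 24 h and not at 6 h. The log2 ratio at 24 h was 2.76 (1.25 to 4.73) for UDP-glucose 4-epimerase (CL10309.Contig2_All, 4, 18 and 28 tags), 1.17 (0.90 to 1.46) for a ferrochelatase (CL582.Contig2_All) and 1.07 (0.92 to 1.22) for photosystem II protein CP43 (CL8116.Contig2_All). It was 1.61 (1.10 to 2.14) for a neutral invertase-like protein (CL3800.Contig1_All), 1.07 (0.92 to 1.23) for formate dehydrogenase (Unigene15376_All) and 1.03 (0.69 to 1.38) for 6-phosphogluconate dehydrogenase (Unigene7727_All). Of 6 fructose-bisphosphate aldolases (FBA), 2 were up-regulated at 24 h and 1 down-regulated at 6 h. The FBA with the most tags among those called (CL8533.Contig1_All) had −1.66 (−2.12 to −1.22) and −0.16 (−0.47 to 0.15).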

In this study, the abundance of UDP-glucose 4-epimerase, FBA, ferrochelatase, plastid-targeted protein, photosystem II protein CP43, photoperiod responsive proteins, neutral invertase, formate dehydrogenase and 6-phosphogluconate dehydrogenase were significantly enhanced, suggesting that photosynthetic capacity could be rescued to some extent in *H. ammodendron* under osmotic stress.

### 3.4. Physiological Mechanism for H. ammodendron to Adapt to Drought Stress

It has been known that Na^+^ is the primary cause of ion-specific damage in many higher plants [74]. However, some plants exhibited remarkable growth with addition of moderate Na^+^ [74]. Na^+^ accumulated in leaves of *Zygophyllum xanthoxylum* and *H. ammodendron* could be used as osmoregulation for osmotic adjustment under drought stress [13,19]. K^+^ is a vital regulator for cellular metabolism, including protein synthesis, enzyme activation and osmotic regulation, and maintaining of K^+^ homeostasis is necessary for plant tolerance to environmental stress [75]. Also, it was demonstrated that Ca^2+^ is responsible for regulating plant growth, development and vital signal transduction triggered by various environmental stresses [26,28]. In our study, the level of Na^+^ increased significantly in shoots of *H. ammodendron* with the duration of sorbitol treatments, which is in accordance with dynamic transcript profile of the up-regulation of genes for *CNGC*s; the level of K^+^ increased slightly in accordance with the up-regulation of genes for *AKT1*; the concentration of Ca^2+^ in tissue has no significant alteration, maintaining the stability of internal environment for signal transduction under stress conditions, which is in accordance with the up-regulation of genes for Ca^2+^-ATPase and down-regulation of genes for Ca^2+^/H^+^ antiporter and V-H^+^-PPase.

Proline, as an important osmoprotectant in plants, could maintain cell turgor and function in osmotic adjustment, playing pivotal roles in many plants responding to a wide range of environmental stimuli [62]. In our study, the level of free proline increased with the duration of sorbitol treatments, which is in accordance with the up-regulation of genes for delta-1-pyrroline-5-carboxylate synthase related to proline synthesis. 

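Delta-1-pyrroline-5-carboxylate synthase (Unigene25984_All) had 35, 45 and 80 tags in S-0, S-6 and S-24, with log2 ratios of 0.37 (−0.30 to 1.05) and 1.15 (0.56 to 1.76). The call at 24 h was lost with Benjamini-Yekutieli adjustment. Of 3 such unigenes in shoots, 1 was up-regulated and 1 down-regulated at 24 h. In roots the ratios were 0.03 (−0.64 to 0.70) and −0.36 (−1.09 to 0.35) and none was called.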

Glycine betaine was considered as one of the most efficient osmoprotectants in many plants [76]. It proved that the accumulation of betaine was improved in the naturally accumulating plants exposed to variously environmental stresses [77], and plants possessing higher levels of betaine exhibited enhanced tolerance to stressful conditions [78]. 

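L-allo-threonine aldolase-like (CL301.Contig1_All) had 46, 74 and 113 tags in S-0, S-6 and S-24, with log2 ratios of 0.69 (0.14 to 1.26) and 1.25 (0.75 to 1.78), and was called at 24 h. Phosphoethanolamine *N*-methyltransferase (Unigene3656_All) had 93, 217 and 506 tags and was called at both times, with 1.23 (0.87 to 1.60) and 2.40 (2.08 to 2.73). In roots, the threonine aldolase had 0.77 (0.31 to 1.25) at 24 h, called under TMM and DESeq2 scaling only, and the phosphoethanolamine *N*-methyltransferase with the most tags (CL6574.Contig1_All) 0.46 (−0.37 to 1.32), not called.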

In the present study, the level of betaine increased significantly with the duration of sorbitol treatments, which is in accordance with the up-regulation of genes for l-allo-threonine aldolase-like and phosphoethanolamine *N*-methyltransferase related to betaine synthesis. Soluble sugars were important metabolic resources and structural constituents of plant cells and regulate various processes, especially interacting with stress pathways to modulate plant metabolic responses [79]. It was reported that soluble sugars were accumulated in different plant parts when subjected to drought stress [80]. In the present study, the level of soluble sugars increased dramatically with the duration of sorbitol treatments, which is in accordance with the differential expression of genes related to sucrose synthesis.

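Of 3 sucrose-phosphate synthase unigenes in shoots, 2 were down-regulated at both times. The one with the most tags (CL6250.Contig2_All) had 939, 429 and 243 tags in S-0, S-6 and S-24 and log2 ratios of −1.12 (−1.29 to −0.96) and −1.996 (−2.21 to −1.79). Of 4 sucrose synthase unigenes, 2 were up-regulated at 24 h, with 1.80 (1.21 to 2.44) for Unigene20336_All. In roots, sucrose synthase 7-like (CL3475.Contig1_All) had −1.10 (−1.48 to −0.74) at 24 h, a call lost under TMM and DESeq2 scaling.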

Drought lead to osmotic stress, causing osmotic imbalance [81]. The accumulation of compatible osmolytes, including soluble sugars, proline, glutamic acid and glycine betaine, are very useful for plant osmotic adjustment and maintaining a stable intracellular environment in response to abiotic stress [80,81]. In the present study, the osmotic potential decreased with the duration of sorbitol treatments, which is in accordance with both the physiological data and the up-regulation of genes for inorganic ions including Na^+^ and K^+^, and organic solutes including proline, betaine and soluble sugar.

POD was a crucial antioxidant enzyme involved in ROS scavenging [19] and POD coupled with thioredoxin was found to scavenge H_2_O_2_ [41]. In the present study, the activity of POD increased significantly with the duration of sorbitol treatments, which is in accordance with the up-regulation of genes encoding peroxidase.

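The medians of peroxidase unigenes had opposite signs in the 2 tissues. Of 50 in shoots, 6 were up-regulated and 1 down-regulated at 6 h, 5 and 2 at 24 h, and 3 and 0 at both times. Of 61 in roots, 3 were up-regulated and 6 down-regulated at 6 h, 4 and 19 at 24 h, and 2 and 6 at both times. The shoot median was 0.49 at 6 h and 0.28 at 24 h, and the root median −0.24 and −1.12, with the same signs under every scaling. Of 17 members measured in both tissues, at 24 h 5 were higher in both, 7 lower in both, 5 higher in shoots and lower in roots, and 0 the other way. Their medians were 0.54 and 0.44 in shoots and −0.22 and −0.69 in roots at 6 h and 24 h, with the same signs under every scaling. Cationic peroxidase (Unigene5015_All) had 1109, 3220 and 2759 tags in S-0, S-6 and S-24 and ratios of 1.54 (1.45 to 1.64) and 1.27 (1.17 to 1.37). In roots, the peroxidase with the most tags among those called at both times (Unigene28118_All) had 2089, 684 and 446 tags and −1.65 (−1.78 to −1.53) and −2.31 (−2.46 to −2.16).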

## 4. Materials and Methods

### 4.1. Plant Materials and Treatment Conditions

Seeds of *Haloxylon ammodendron*, collected from Alxa League, Inner Mongolia, China, were surface sterilized for 5 min with 75% (*v*/*v*) ethanol solution followed by 5 times of rinsing with sterile water and then placed on the filter paper, with 25 ± 2 °C in the dark for 12 h. After germination, uniform seedlings were transplanted to plugged holes (5 cm × 5 cm × 5 cm; one seedling/hole) in plastic containers containing heat-sterilized vermiculite and 1/2 Hoagland nutrient solution for growth in a greenhouse with temperature of 28 ± 2 °C/23 ± 2 °C (day/night), the daily photoperiod of 16 h/d, the flux density of 1200 µmol m^−2^s^−1^ and the relative humidity of 50–70%. Solutions were changed once every three days to maintain constant nutrient concentrations. 

Eight-week-old seedlings were treated with 1/2 Hoagland nutrient solution supplemented with 0.4% sorbitol to maintain the osmotic potential as −0.75 MPa or no sorbitol as control. Shoot and root samples were harvested 0, 6 h and 24 h after treatments (named as S-0, S-6, S-24, R-0, R-6 and R-24, respectively) and frozen in liquid nitrogen and stored at −80 °C for RNA-seq, qRT-PCR and relevant physiological analyses.

### 4.2. RNA Extraction, cDNA Library Creation, and Sequencing

Total RNA was extracted three times from the six samples S-0, S-6, S-24, R-0, R-6 and R-24, respectively, using the TRIzol reagent (Invitrogen, Carlsbad, CA, USA). Equivalent amount of total RNA isolated from shoots and roots was pooled, individually, and the two mRNA pools were used to create the final two cDNA library in shoots and root, and then sequenced on the Illumina HiSeq™2000 platform in BGI Shenzhen, respectively. All sequencing datasets are available in the NCBI database with the accession number GSE93684 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE93684).

### 4.3. De Novo Transcriptome Assembly and Functional Annotation

Reads from each library were assembled separately [15]. Then the Trinity unigenes of both two libraries were clustered with TGICL software to get sequences that cannot be extended on either end [82]. After performing gene family clustering, the unigenes were divided into two classes. One was cluster, of which the prefix was CL and contains several unigenes that shared above 70% sequence similarity to each other, and the other was singletons with the prefix of unigenes.

Functional annotation could provide information on expression and function of unigenes. We annotated the sequences based on protein databases including Nr, Nt (non-redundant nucleotide sequences), Swiss-Prot, KEGG, COG and GO (E-value < 10^−5^) by retrieving the proteins with the highest sequence similarity to *H. ammodendron* unigenes. The Blast2GO program was employed to obtain GO annotations and WEGO software was used to perform GO functional classification of all unigenes [83].

### 4.4. DGE Library Preparation and Sequencing

Six independent Tag library preparation for the different time points of shoots and roots after sorbitol treatment (S-0, S-6, S-24, R-0, R-6 and R-24) were performed in parallel according to the protocol of a tag-based DGE system [84]. Then each library was sequenced using the Illumina HiSeq™2000 sequencing platform, and the reads were mapped to the transcriptome reference database. For gene expression analysis, the number of clean tags for each gene was calculated and normalized to the number of TPM tags [84]. Both false discovery rate (FDR) ≤0.005 and an absolute value of the log2 ratio ≥1 were used as the threshold to determine DEGs [84].

### 4.5. qRT-PCR Validation of Gene Expressions

Ten candidate annotated genes were randomly selected for validation of differential expression through quantitative reverse transcription polymerase chain reaction (qRT-PCR). Total RNA was extracted from three replicated biological samples individually for each treatment of shoots and roots. qRT-PCR was conducted using SYBR Green dye (SYBR^®^ Green Real-time PCR Master Mix-Plus, Code No. QPK-212) and performed on the ABI StepOnePlus Real-Time PCR System. The relative expression levels of genes were calculated using the 2^−ΔΔ*C*t^ method. *ACTIN* was used as the housekeeping gene. The fold changes of both relative gene expression levels by qRT-PCR and their DGE profilings were calculated and their linear regression analysis was conducted.

### 4.6. Measurement of Physiological Parameters

Leaf osmotic potential, soluble sugar, POD activity, free proline and betaine were measured [85], respectively. There were six replications with 15 seedlings bound together as one replication for each analysis.

## 5. Conclusions

The gene expression changes at the transcriptional scale in *H. ammodendron* under −0.75 MPa osmotic stress were profiled, and abundance of genes involved in ion transport, signal transduction, ROS scavenging, photosynthesis, cell wall organization, membrane stabilization, secondary metabolism and hormones were significantly increased. Especially, the physiological changes of inorganic ions and organic solutes were in accordance with the dynamic transcript profile. A detailed investigation of the pathways and candidate genes identified in this study promote the research on the molecular mechanisms of abiotic stress tolerance in the xero-halophytic species, and lay a solid foundation for developing stress-tolerant forage and crop species by using excellent gene resources from *H. ammodendron*.

## Figures and Tables

**Figure 1:**
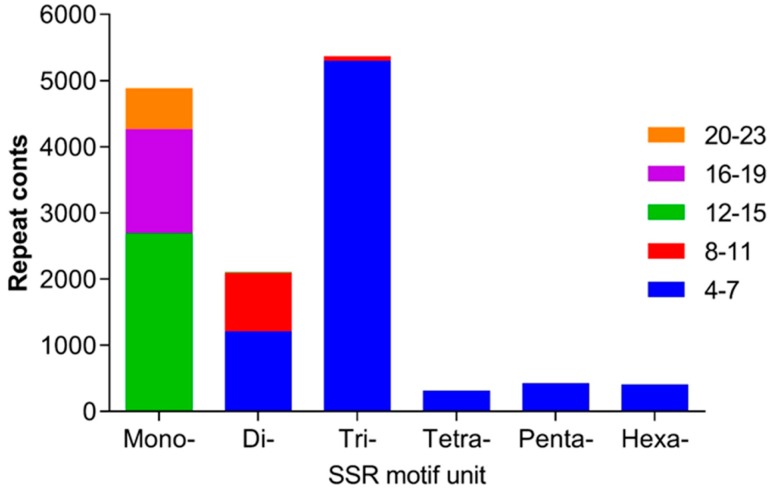
Distribution of simple sequence repeats (SSRs) in the transcriptome of *H. ammodendron*.

**Figure 2:**
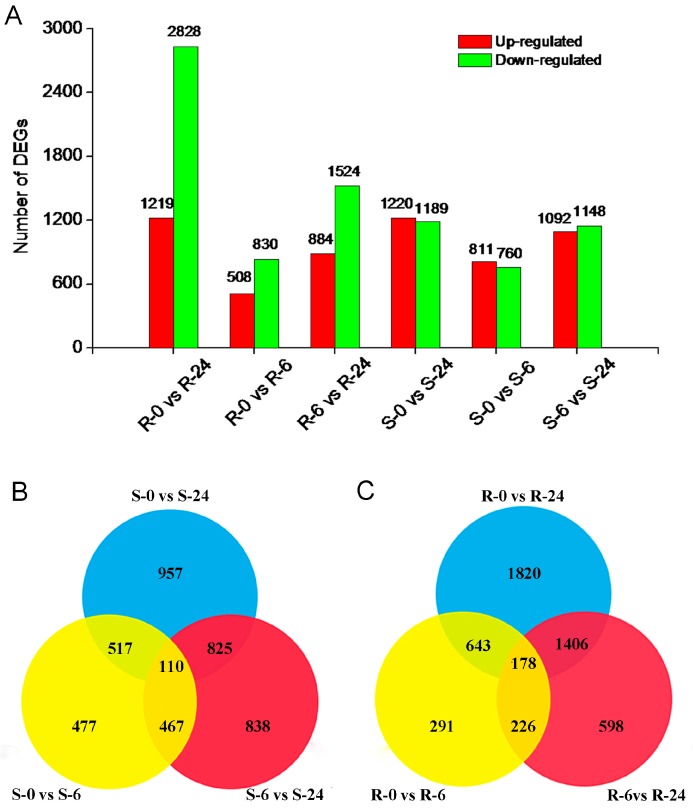
Summary of differentially expressed genes (DEGs) under 6 and 24 h sorbitol treatment; (**A**) Summary of the numbers of up- and down-regulated DEGs in shoots and roots; (**B**) DEGs expressed at random two time point in shoots; (**C**) DEGs expressed at random two time point in roots.

**Figure 3:**
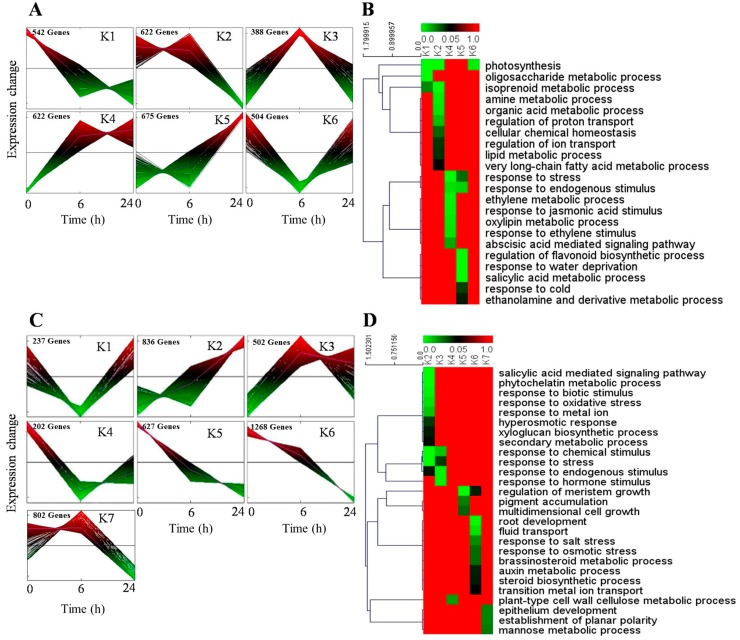
Expression profiles and enriched metabolic or signal transduction pathways of DEGs. (**A**) Expression profiles of DEGs in shoots under six and 24 h sorbitol treatment. The transcripts per million (TPM) values were transformed into z-scores, the red indicate higher expression levels and the green indicate lower expression levels; (**B**) enriched metabolic or signal transduction pathways of DEGs in shoots. The green and red color indicate the *p* value of significantly enriched pathways, green (*p* = 0) indicate the dominantly enriched pathway; (**C**) expression profiles of DEGs in roots under 6 and 24 h sorbitol treatment. The TPM values were transformed into z-scores, the red indicate higher expression levels and green indicate lower expression levels; (**D**) enriched metabolic or signal transduction pathways of DEGs in roots. The green and red color indicate the *p* value of significantly enriched pathways, green (*p* = 0) indicate the dominantly enriched pathway.

**Figure 4:**
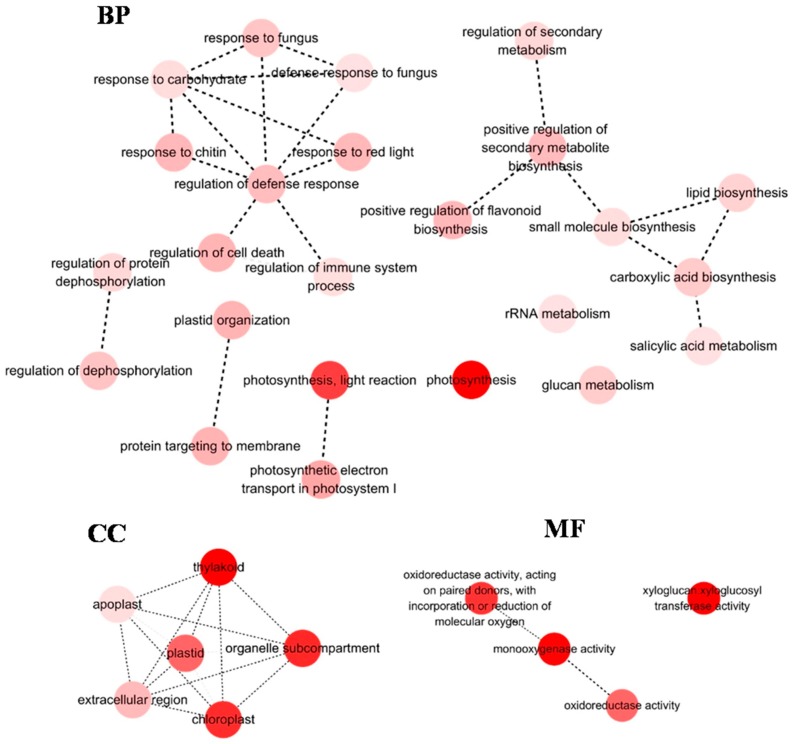
Gene ontology (GO) terms enrichment analysis of DEGs (24 h) in shoot. Few GO terms were over-represented in S6 libraries. Therefore, only GO terms enrichment in S24 libraries were displayed. The genes were assigned to three main categories: biological process (BP), molecular function (MF) and cellular component (CC). Node filled color represented *p* value. White nodes were not significantly over-represented terms.

**Figure 5:**
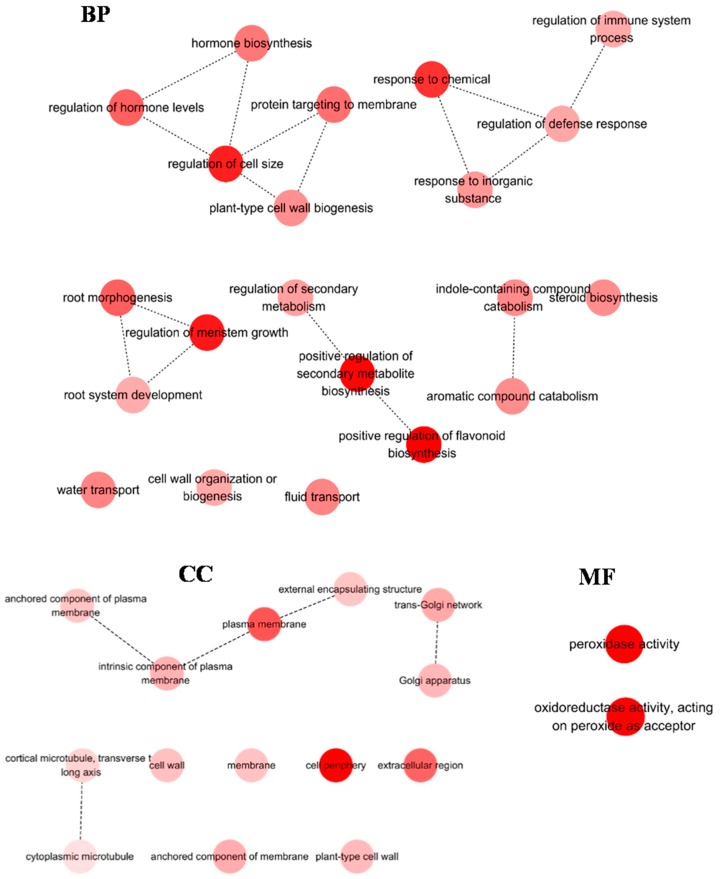
GO terms enrichment analysis of DEGs (24 h) in root. Few GO terms were over-represented in R6 libraries. Therefore, only GO terms enrichment in R24 libraries were displayed. The genes were assigned to three main categories: biological process (BP), molecular function (MF) and cellular component (CC). Node filled color represented *p* value. White nodes were not significantly over-represented terms.

**Figure 6:**
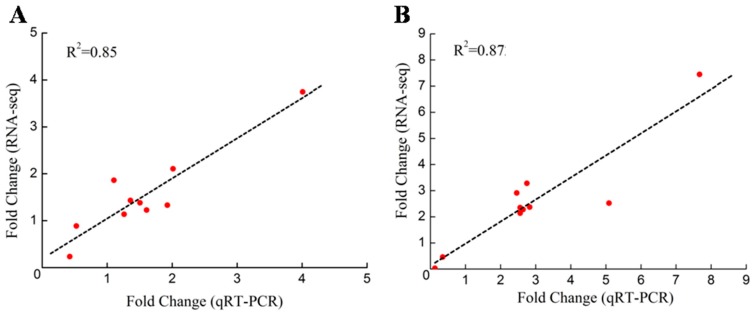
Confirmation of the expression profiles of ten randomly selected unigenes by qRT-PCR. (**A**) A linear regression analysis of the fold-change (6 h vs. 0 h) between the DGE and the qRT-PCR; (**B**) a linear regression analysis of the fold-change (24 h vs. 0 h) between the DGE and the qRT-PCR. Total RNA was extracted from three replicated samples individually for each treatment of shoots and roots (*n* = 3).

**Figure 7:**
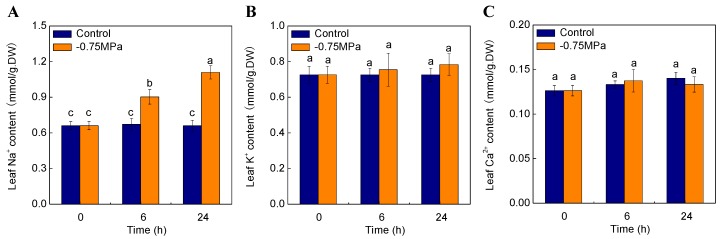
Effects of sorbitol treatment on Na^+^ (**A**), K^+^ (**B**) and Ca^2+^ (**C**) content. Values are means and bars indicate SDs (*n* = 6). Columns with different letters indicate significant difference by Duncan’s multiple range tests at *p* < 0.05.

**Figure 8:**
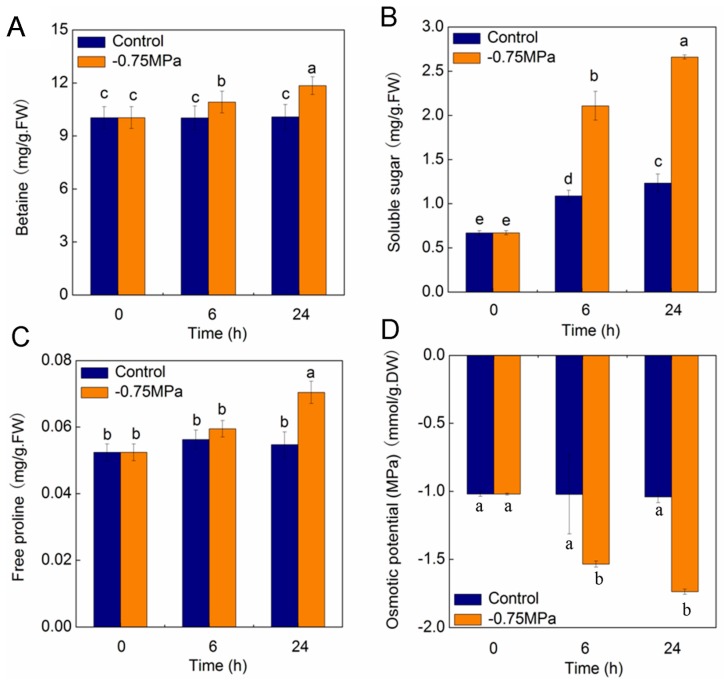
Effects of sorbitol treatment on physiological indexes: (**A**) betaine content, (**B**) soluble sugar content, (**C**) free proline content, (**D**) osmotic potential. Values are means and bars indicate SDs (*n* = 6). Columns with different letters indicate significant difference by Duncan’s multiple range tests at *p* < 0.05.

**Figure 9:**
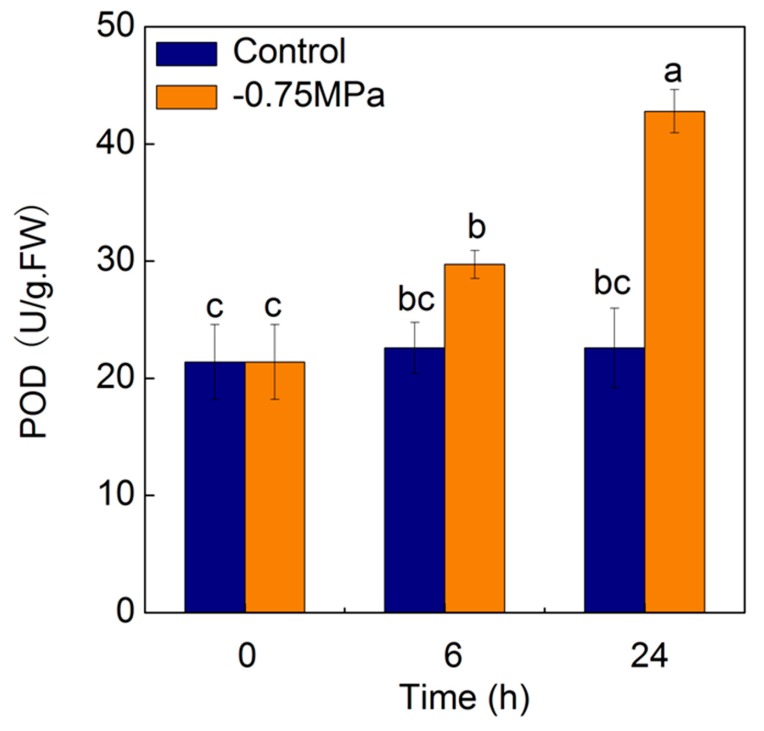
Effects of sorbitol treatment on peroxidase (POD) activity. Values are means and bars indicate SDs (*n* = 6). Columns with different letters indicate significant difference by Duncan’s multiple range tests at *p* < 0.05.

**Table 1:** Overview of de novo assembly of transcriptome sequence.

Unigenes	Total Number	Total Length (bp)	Mean Length (bp)	N50 (bp)
Shoots	82,736	46,038,066	556	867
Roots	99,624	53,273,063	535	828
All	87,109	59,244,982	680	1064

## Supplementary Materials

Supplementary materials can be found at www.mdpi.com/1422-0067/19/1/84/s1.

## Abbreviations

ABA	Abscisic acid
AKT	*Arabidopsis* K^+^ transporter
BP	Biological process
C4H	Cinnamate 4-hydroxylase
CC	Cellular component
CNGC	Cyclic nucleotide-gated channel
COG	Clusters of orthologous groups of protein
CV	Coefficient of variation
CYP450	Cytochrome P450
DEGs	Differentially expressed genes
DGE	Digital gene expression
FBA	Fructose-1,6-bisphosphate aldolase
FDR	False discovery rate
GO	Gene ontology
JA	Jasmonic acid
KEGG	Kyoto encyclopedia of genes and genomes
LEA	Late embryogenesis abundant protein
MF	Molecular function
Nr	Non-redundant protein database
Nt	Non-redundant nucleotide sequences
POD	Peroxidase
qRT-PCR	Quantitative reverse transcription polymerase chain reaction
RLK	Receptor-like protein kinase
ROS	Reactive oxygen species
sHSP	small heat-shock protein
SSRs	Simple sequence repeats
TF	Transcription factor
TPM	Transcripts per million

## References

[1] Zou J.J., Li X.D., Ratnasekera D., Wang C., Liu W.X., Song L.F., Zhang W.Z., Wu W.H. (2015). *Arabidopsis* CALCIUM-DEPENDENT PROTEIN KINASE8 and CATALASE3 Function in Abscisic Acid-Mediated Signaling and H_2_O_2_ Homeostasis in Stomatal Guard Cells under Drought Stress. Plant Cell.

[2] Farooq M., Wahid A., Kobayashi N., Fujita D., Basra S.M.A. (2009). Plant Drought Stress: Effects, mechanisms and management. Agron. Sustain. Dev..

[3] Zhou Y.J., Gao F., Liu R., Feng J.C., Li H.J. (2012). De novo sequencing and analysis of root transcriptome using 454 pyrosequencing to discover putative genes associated with drought tolerance in *Ammopiptanthus mongolicus*. BMC Genom..

[4] Pangle R.E., Limousin J.M., Plaut J.A., Pockman W., McDowell N.G. (2015). Prolonged experimental drought reduces plant hydraulic conductance and transpiration and increases mortality in a pinon–Atriplex woodland. Ecol. Evol..

[5] Ashraf M. (2010). Inducing drought tolerance in plants: Recent advances. Biotechnol. Adv..

[6] Wu G., Xi J., Wang Q., Bao A., Ma Q., Zhang J., Wang S.M. (2011). The *ZxNHX* gene encoding tonoplast Na^+^/H^+^ antiporter from the xerophyte *Zygophyllum xanthoxylum* plays important roles in response to salt and drought. J. Plant Physiol..

[7] Dong X., Zhang X. (2001). Some observations of the adaptations of sandy shrubs to the arid environment in the Mu Us Sandland: Leaf water relations and anatomic features. J. Arid Environ..

[8] Yang W.B., Feng W., Jia Z.Q., Zhu Y.J., Guo J.Y. (2014). Soil water threshold for the growth of *Haloxylon ammodendron* in the Ulan Buh desert in arid northwest China. S. Afr. J. Bot..

[9] Liu J.L., Wang Y.G., Yang X.H., Wang B.F. (2010). Genetic variation in seed and seedling traits of six *Haloxylon ammodendron* shrub provenances in desert areas of China. Agroforest. Syst..

[10] Kang J.J., Zhao W.Z., Su P.X., Yang Z.H. (2014). Sodium (Na^+^) and silicon (Si) coexistence promotes growth and enhances drought resistance of the succulent xerophyte *Haloxylon ammodendron*. Soil Sci. Plant Nutr..

[11] Guo Q., Tan D., Liu Y., Wang C. (2004). Advance in studies of *Haloxylon bunge*’s mechanism of adapation and resistance to drought. Forest Res..

[12] Wang S., Wan C., Wang Y., Chen H., Zhou Z., Fu H., Sosebee R.E. (2004). The characteristics of Na^+^, K^+^ and free proline distribution in several drought-resistant plants of the Alxa Desert, China. J. Arid Environ..

[13] Wang Z., Gerstein M., Snyder M. (2009). RNA-Seq: A revolutionary tool for Transcriptomics. Nat. Rev. Genet..

[14] Qiu Q., Ma T., Hu Q.J., Liu B.B., Wu Y.X., Zhou H.H., Wang Q., Wang J., Liu J.Q. (2011). Genome-scale transcriptome analysis of the desert poplar, *Populus euphratica*. Tree Physiol..

[15] Ma T., Wang J.Y., Zhou G.K., Yue Z., Wang J., Liu J.Q. (2013). Genomic insights into salt adaptation in a desert poplar. Nat. Commun..

[16] Xiao L., Yang G., Zhu J.K., Oliver M.J., He Y. (2015). The resurrection genome of *Boea hygrometrica*: A blueprint for survival of dehydration. Proc. Natl. Acad. Sci. USA.

[17] Gugger P.F., Peñaloza-Ramírez J.M., Wright J.W., Sork V.L. (2016). Whole-transcriptome response to water stress in a California endemic oak, *Quercus lobata*. Tree Physiol..

[18] Jia J.B., Zhou J., Shi W.G., Cao X., Luo J., Polle A., Luo Z.B. (2017). Comparative transcriptomic analysis reveals the roles of overlapping heat-/drought responsive genes in poplars exposed to high temperature and drought. Sci. Rep..

[19] Ma Q., Bao A.K., Chai W.W., Wang W.Y., Zhang J.L., Li Y.X., Wang S.W. (2016). Transcriptomic analysis of the succulent xerophyte *Zygophyllum xanthoxylum* in response to salt treatment and osmotic stress. Plant Soil.

[20] Jin Y., Jing W., Zhang Q., Zhang W. (2015). Cyclic nucleotide gated channel 10 negatively regulates salt tolerance by mediating Na^+^ transport in *Arabidopsis*. J. Plant Res..

[21] Wang S.M., Zhang J.L., Flowers T.J. (2007). Low-affinity Na^+^ uptake in the *halophyte Suaeda maritima*. Plant Physiol..

[22] Qudeimat E., Faltusz A.M.C., Wheeler G., Lang D., Brownlee C., Reski R., Frank W. (2008). A PIIB-type Ca^2+^ATPase is essential for stress adaptation in *Physcomitrella patens*. Proc. Natl. Acad. Sci. USA.

[23] Manohar M., Shigaki T., Hirschi K.D. (2011). Plant cation/H^+^ exchangers (CAXs): Biological functions and genetic manipulations. Plant Biol..

[24] Gaxiola R.A., Palmgren M.G., Schumacher K. (2007). Plant proton pumps. FEBS Lett..

[25] Yu S.C., Zhang F.L., Yu Y.J., Zhang D.S., Zhao X.Y. (2012). Transcriptome Profiling of Dehydration Stress in the Chinese Cabbage (*Brassica rapa* L. ssp. pekinensis) by Tag Sequencing. Plant Mol. Biol. Rep..

[26] Bai Z.Y., Wang T., Wu Y.H., Wang K., Liang Q.Y., Pan Y.Z. (2017). Whole-transcriptome sequence analysis of differentially expressed genes in *Phormium tenaxunder* drought stress. Sci. Rep..

[27] Kang M., Fokar M., Abdelmageed H., Allen R.D. (2011). *Arabidopsis* SAP5 functions as a positive regulator of stress responses and exhibits E3 ubiquitin ligase activity. Plant Mol. Biol..

[28] Reddy A.S., Ali G.S., Celesnik H., Day I.S. (2011). Coping with stresses: Roles of calcium- and calcium/calmodulin-regulated gene expression. Plant Cell.

[29] Ichimura K., Shinozaki K., Tena G., Sheen J., Henry Y., Heberle-Bors E. (2002). Mitogen-activated protein kinase cascades in plants: A new nomenclature. Trends Plant Sci..

[30] Vlad F., Rubio S., Rodrigues A., Sirichandra C., Belin C., Robert N., Leung J., Rodriguez P.L., Laurière C., Merlot S. (2009). Protein phosphatases 2C regulate the activation of the Snf1-related kinase OST1 by abscisic acid in *Arabidopsis*. Plant Cell.

[31] Nambara E., Marion-Poll A. (2005). Abscisic acid biosynthesis and catabolism. Annu. Rev. Plant Biol..

[32] Martin R.C., Mok D.W.S., Smets R., van Onckelen H.A., Mok M.C. (2001). Development of transgenic tobacco harboring a zeatin *O*-glucosyl transferase gene from *phaseolus*. In Vitro Cell Dev. Plant.

[33] Martinelli F., Uratsu S.L., Albrecht U., Reagan R.L., Phu M.L., Britton M., Buffalo V., Fass J., Leicht E., Zhao W.X. (2012). Transcriptome profiling of citrus fruit response to huanglongbing disease. PLoS ONE.

[34] Wang P., Yang C., Chen S., Zhang X., Wang D.J. (2017). Transcriptomic basis for drought resistance in *Brassica napus* L.. Sci. Rep..

[35] Wang H., Liang X., Wan Q., Wang X., Bi Y. (2009). Ethylene and nitric oxide are involved in maintaining ion homeostasis in *Arabidopsis* callus under salt stress. Planta.

[36] Cenzano A., Abdala G., Hause B. (2007). Cytochemical immuno-localization of allene oxide cyclase, a jasmonic acid biosynthetic enzyme, in developing potato stolons. J. Plant Physiol..

[37] Tani T., Sobajima H., Okada K., Chujo T., Arimura S.I., Tsutsumi N., Nishimura M., Seto H., Nojiri H., Yamane H. (2007). Identification of the *OsOPR7* gene encoding 12-oxophytodienoate reductase involved in the biosynthesis of jasmonic acid in rice. Planta.

[38] Shan C., Liang Z. (2010). Jasmonic acid regulates ascorbate and glutathione metabolism in *Agropyron cristatum* leaves under water stress. Plant Sci..

[39] Zalewski W., Galuszka P., Gasparis S., Orczyk W., Nadolska-Orczyk A. (2010). Silencing of the *HvCKX1* gene decreases the cytokinin oxidase/dehydrogenase level in barley and leads to higher plant productivity. J. Exp. Bot..

[40] Reguera M., Peleg Z., Abdel-Tawab Y.M., Tumimbang E.B., Delatorre C.A., Blumwald E. (2013). Stress-induced cytokinin synthesis increases drought tolerance through the coordinated regulation of carbon and nitrogen assimilation in rice. Plant Physiol..

[41] Sevilla F., Camejo D., Ortiz-Espin A., Calderon A., Lazaro J.J., Jimenez A. (2015). The thioredoxin/peroxiredoxin/sulfiredoxin system: Current overview on its redox function in plants and regulation by reactive oxygen and nitrogen species. J. Exp. Bot..

[42] Dahal K., Vanlerberghe G.C. (2017). Alternative oxidase respiration maintains both mitochondrial and chloroplast function during drought. New Phytol..

[43] Cho S.K., Kim J.E., Park J.A., Eom T.J., Kim W.T. (2006). Constitutive expression of abiotic stress-inducible hot pepper *CaXTH3*, which encodes a xyloglucan endotransglucosylase/hydrolase homolog, improves drought and salt tolerance in transgenic *Arabidopsis* plants. FEBS Lett..

[44] Li C.Y., Deng G.M., Yang J., Viljoen A., Jin Y., Kuang R.B., Zuo C.W., Lv Z.C., Yang Q.S., Sheng O. (2012). Transcriptome profiling of resistant and susceptible Cavendish banana roots following inoculation with *Fusarium oxysporum* f. sp. *cubense* tropical race 4. BMC Genom..

[45] Bray E.A. (2004). Genes commonly regulated by water-deficit stress in *Arabidopsis thaliana*. J. Exp. Bot..

[46] Zheng J., Fu J., Gou M., Huai J., Liu Y., Jian M., Huang Q.S., Guo X.Y., Dong Z.G., Wang H.Z. (2010). Genome-wide transcriptome analysis of two maize inbred lines under drought stress. Plant Mol. Biol..

[47] Weng J., Chapple C. (2010). The origin and evolution of lignin biosynthesis. New Phytol..

[48] Liang M., Haroldsen V., Cai X., Wu Y. (2006). Expression of a putative laccase gene, *ZmLAC1*, in maize primary roots under stress. Plant Cell Environ..

[49] Bjurhager I., Olsson A., Zhang B., Gerber L.R., Kumar M.S., Berglund L.A., Burgert I., Sundberg B., Salme´n L. (2010). Ultrastructure and mechanical properties of populus wood with reduced lignin content caused by transgenic down-regulation of cinnamate 4-hydroxylase. Biomacromolecules.

[50] Duan J., Zhang M., Zhang H., Xiong H., Liu P., Ali J., Li J.J., Li Z.C. (2012). *OsMIOX*, a myo-inositol oxygenase gene, improves drought tolerance through scavenging of reactive oxygen species in rice (*Oryza sativa* L.). Plant Sci..

[51] Li N., Xu C., Libeisson Y., Philippar K. (2016). Fatty acid and lipid transport in plant cells. Trends Plant Sci..

[52] Dao T.T.H., Linthorst H.J.M., Verpoorte R. (2011). Chalcone synthase and its functions in plant resistance. Phytochem. Rev..

[53] Dehghan S., Sadeghi M., Poppel A., Fischer R., Lakes-Harlan R., Kavousi H.R. (2014). Differential inductions of phenylalanine ammonia-lyase and chalcone synthase during wounding, salicylic acid treatment, and salinity stress in safflower, *Carthamus tinctorius*. Biosci. Rep..

[54] Abrahams S., Lee E., Walker A.R., Tanner G.J., Larkin P.J., Ashton A.R. (2003). The *Arabidopsis TDS4* gene encodes leucoanthocyanidin dioxygenase (LDOX) and is essential for proanthocyanidin synthesis and vacuole development. Plant J..

[55] Harish M.C., Dachinamoorthy P., Balamurugan S., Bala Murugan S., Sathishkumar R. (2013). Overexpression of homogentisate phytyltransferase (HPT) and tocopherol cyclase (TC) enhances α-tocopherol content in transgenic tobacco. Biol. Plantarum.

[56] Nebert D.W., Dalton T.P. (2006). The role of cytochrome P450 enzymes in endogenous signaling pathways and environmental carcinogenesis. Nat. Rev. Cancer.

[57] Pan Y., Michael T.P., Hudson M.E., Kay S.A., Chory J., Schuler M.A. (2009). Cytochrome P450 monooxygenases as reporters for circadian-regulated pathways. Plant Physiol..

[58] Kurepin L.V., Ivanov A.G., Zaman M., Pharis R.P., Allakhverdiev S.I., Hurry V. (2015). Stress-related hormones and glycinebetaine interplay in protection of photosynthesis under abiotic stress conditions. Photosynth. Res..

[59] Diray-Arce J., Clement M., Gul B., Khan M.A., Nielsen B.L. (2015). Transcriptome assembly, profiling and differential gene expression analysis of the halophyte *Suaeda fruticosa* provides insights into salt tolerance. BMC Genom..

[60] Liu X., Wang Z., Wang L., Wu R., Phillips J., Deng X. (2009). LEA 4 group genes from the resurrection plant *Boea hygrometrica* confer dehydration tolerance in transgenic tobacco. Plant Sci..

[61] Kosova K., Vitamvas P., Prasil I.T. (2014). Wheat and barley dehydrins under cold, drought, and salinity—What can LEA-II proteins tell us about plant stress response?. Front. Plant Sci..

[62] Stein H., Honig A., Miller G., Erster O., Eilenberg H., Csonka L.N., Szabados L., Koncz C., Zilberstein A. (2011). Elevation of free proline and proline-rich protein levels by simultaneous manipulations of proline biosynthesis and degradation in plants. Plant Sci..

[63] Malinovska L., Kroschwald S., Munder M.C., Richter D., Alberti S. (2012). Molecular chaperones and stress-inducible protein-sorting factors coordinate the spatiotemporal distribution of protein aggregates. Mol. Biol. Cell.

[64] Sato Y., Yokoya S. (2008). Enhanced tolerance to drought stress in transgenic rice plants overexpressing a small heat-shock protein, sHSP17.7. Plant Cell Rep..

[65] Dana M.D.L.M., Pintor-Toro J.A., Cubero B. (2006). Transgenic tobacco plants overexpressing chitinases of fungal origin show enhanced resistance to biotic and abiotic stress agents. Plant Physiol..

[66] Liu L., Yang J.Y., Yan S.J., Zhang S.H., Zhu X.Y., Liu B. (2016). The germin-like protein OsGLP2-1 enhances resistance to fungal blast and bacterial blight in rice. Plant Mol. Biol..

[67] Gokulakannan G.G., Niehaus K. (2010). Characterization of the Medicago truncatula cell wall proteome in cell suspension culture upon elicitation and suppression of plant defense. J. Plant Physiol..

[68] Chaves M.M., Flexas J., Pinheiro C. (2009). Photosynthesis under drought and salt stress: Regulation mechanisms from whole plant to cell. Ann. Bot..

[69] Li C.L., Wang Y., Liu L., Hu Y., Zhang F., Mergen S., Wang G.D., Schläppi M.R., Chu C.C. (2011). A rice plastidial nucleotide sugar epimerase is involved in galactolipid biosynthesis and improves photosynthetic efficiency. PLoS Genet..

[70] Ma W., Wei L., Wang Q., Shi D., Chen H. (2006). Increased activity of the non-regulated enzymes fructose-1,6-bisphosphate aldolase and triosephosphate isomerase in *Anabaena* sp. strain PCC 7120 increases photosynthetic yield. J. Appl. Phycol..

[71] Woodson J.D., Perezruiz J.M., Chory J. (2011). Heme synthesis by plastid ferrochelatase I regulates nuclear gene expression in Plants. Curr. Biol..

[72] David P., des Francssmall C.C., Sevignac M., Thareau V., Macadre C., Langin T., Geffroy V. (2010). Three highly similar formate dehydrogenase genes located in the vicinity of the B4 resistance gene cluster are differentially expressed under biotic and abiotic stresses in *Phaseolus vulgaris*. Theor. Appl. Genet..

[73] Guo L., Devaiah S.P., Narasimhan R., Pan X.Q., Zhang Y.Y., Zhang W.H. (2012). Cytosolic glyceraldehyde-3-phosphate dehydrogenases interact with phospholipase D-δ to transduce hydrogen peroxide signals in the *Arabidopsis* response to stress. Plant Cell.

[74] Zhang J.L., Flowers T.J., Wang S.M. (2010). Mechanisms of sodium uptake by roots of higher plants. Plant Soil.

[75] Anschütz U., Becker D., Shabala S. (2014). Going beyond nutrition: Regulation of potassium homoeostasis as a common denominator of plant adaptive responses to environment. J. Plant Physiol..

[76] Waditee R., Bhuiyan N.H., Hirata E., Hibino T., Tanaka Y., Shikata M., Takabe T. (2007). Metabolic engineering for betaine accumulation in microbes and plants. J. Biol. Chem..

[77] Chen T.H.H., Murata N. (2011). Glycinebetaine protects plants against abiotic stress: Mechanisms and biotechnological applications. Plant Cell Environ..

[78] Chen T.H.H., Murata N. (2008). Glycinebetaine: An effective protectant against abiotic stress in plants. Trends Plant Sci..

[79] Loreti E., Bellis L.D., Alpi A., Perata P. (2001). Why and how do plant cells sense sugars?. Ann. Bot..

[80] Hu H.H., Dai M.Q., Yao J.L., Xiao B.Z., Li X.G., Zhang Q.F., Xiong L.Z. (2006). Overexpressing a NAM, ATAF, and CUC (NAC) transcription factor enhances drought resistance and salt tolerance in rice. Proc. Natl. Acad. Sci. USA.

[81] Wang S., Liang D., Li C., Hao Y., Ma F., Shu H. (2012). Influence of drought stress on the cellular ultrastructure and antioxidant system in leaves of drought-tolerant and drought-sensitive apple rootstocks. Plant Physiol. Biochem..

[82] Pertea G., Huang X., Liang F., Antonescu V., Sultana R., Karamycheva S., Lee Y., White J., Cheung F., Quackenbush J. (2003). TIGR Gene Indices clustering tools (TGICL): A software system for fast clustering of large EST datasets. Bioinformatics.

[83] Ye J., Fang L., Zheng H., Zhang Y., Chen J., Zhang Z., Wang J., Li S., Li R., Bolund L. (2006). WEGO: A web tool for plotting GO annotations. Nucleic Acids Res..

[84] Xue J., Bao Y.Y., Li B.-L., Cheng Y.B., Peng Z.Y., Liu H., Xu H.J., Zhu Z.R., Lou Y.G., Cheng J.A., Zhang C.X. (2010). Transcriptome analysis of the brown planthopper *Nilaparvata lugens*. PLoS ONE.

[85] Liu H., Yu C.Y., Li H.X., Ouyang B., Wang T.T., Zhang J.H. (2015). Overexpression of *ShDHN*, a dehydrin gene from *Solanum habrochaites* enhances tolerance to multiple abiotic stresses in tomato. Plant Sci..

How the deposited data were processed for this re-analysis (not part of the article)

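The series holds 8 libraries, and all were mapped to the conditions of the paper. Tag-based digital gene expression (DGE) was measured in 6 of them: shoots and roots harvested before sorbitol (0 h) and after 6 h and 24 h in 0.4% sorbitol (−0.75 MPa in the paper), 1 library each. Both figures for the dose are the paper's. Read as weight per volume, 0.4% sorbitol alone would give a potential much nearer to 0, and the concentration used could not be checked from the deposited data. The other 2 are paired-end RNA-seq libraries of a shoot pool and a root pool that mix all 3 times. With 1 library per condition there are no replicates.

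For the pools, the authors deposited a table of unigenes with their length, the raw fragment counts, the FPKM values (fragments scaled to unigene length and library size), a log2 ratio of root to shoot FPKM, and a p-value and FDR. How fragments were assigned and which test gave the authors' p-values is not given in the sources used here. For each DGE library, the authors deposited for every listed unigene the tag count (the whole number of tag copies on it), the TPM (that count scaled to the clean tags of the library), the annotation, and the tags with their own copy numbers and TPM. Every tag is 21 bases long, each is listed under 1 unigene, and none has fewer than 2 copies. The authors mapped the tags to their unigenes and counted the clean tags of each; how tags were cleaned and with which settings they were mapped is not given in the sources used here. The counts equal the sum of the copies of the listed tags in each library, which was checked.

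The tag counts were the values tested. Clean-tag totals were recovered by dividing the deposited counts by the deposited TPM, over unigenes with more than 5000 tags, and came to 11.12, 11.07 and 11.48 M for S-0, S-6 and S-24 and 10.91, 11.24 and 11.52 M for R-0, R-6 and R-24. The tags on unigenes numbered 3609886, 3496007 and 3284147 in shoots and 3226764, 3125895 and 2928195 in roots, which is 25.4% to 32.5% of the clean tags. A single tag corresponds to 0.0868 to 0.0917 TPM, and the median listed unigene had 11 to 13 tags. Beside the log2 ratio of a named unigene stands the exact 95% interval that the 2 counts allow. It covers the counting of tags only, not the spread between plants.

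A unigene was called a DEG where the two-sided Audic-Claverie probability of its 2 counts, adjusted by the Benjamini-Hochberg method over all unigenes with a tag in either library, was at most 0.005 and the absolute log2 ratio was at least 1. A count of 0 was taken as 0.01 TPM in the ratio. These thresholds are the paper's. The test compares 2 libraries, not conditions. Comparisons were 0 h against 6 h, 0 h against 24 h and 6 h against 24 h in each tissue, 6 in all.

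By words in their deposited descriptions, unigenes were sorted into 6 check lists (circadian clock, hypoxia, ribosomal protein, histone, aquaporin and actin). In the same way they were sorted into 73 further families, which make up 10 functional groups. These groups are wider than, or differ from, the paper's lists, which are not used here. The split of some groups into cell wall, membrane, dehydration and pathogenesis-related unigenes was made after the data had been seen. For each list of at least 5 unigenes with a mean of at least 10 tags, the median log2 ratio (0.5 added to each count) was set beside 10000 random lists of the same size matched on mean expression in 20 bins. No p-value across unigenes is given, since unigenes are not replicates. GO terms were counted as deposited, without adding to a term the unigenes of its child terms. Those with at least 10 members in the background were compared in the same way, with the background being annotated unigenes with tags enough to be called. DEGs of each tissue were clustered by k-means on z-scored TPM over the 3 times, with 6 clusters in shoots and 7 in roots, Euclidean distance, 50 starts and a fixed seed.

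The unigenes named in the text follow a rule written before the data were examined. For each family and tissue, the member with the most tags was named among those called at both times in the same direction, or else at either time, or else among all members with tags. For each tissue, the 3 unigenes up and the 3 down with the largest absolute log2 ratio at 24 h were added, among those called at both times in the same direction with at least 100 tags in their highest library and a description that names a function. For GO, the terms the paper discusses and the 3 terms per ontology and comparison with the smallest hypergeometric probability were named.

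The alternatives tried were an exact conditional binomial test, the Benjamini-Yekutieli adjustment, 1 read added to each count, a minimum of 10 reads in the 2 libraries, TMM scaling, DESeq2 size factors, edgeR's exact test with an assumed biological coefficient of variation (BCV) of 0.2 or 0.4, thinning to equal depth, and an absolute log2 ratio of at least 2. For k-means they were the Pearson distance and log2 z-scores. For GO they were a background of unigenes with 1 read, the DEGs at an assumed BCV of 0.4, and up or down DEGs only. Scaling by tags on listed unigenes, an FDR of at most 0.001, leaving out unigenes with an algal, moss or oomycete best hit and a second k-means seed were chosen after the data had been seen.

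The steps were tested on simulated data with known changes. Of unigenes changed 4- or 8-fold, 92.1% were called in the right direction in simulated shoots and 97.1% in simulated roots. The changed unigenes were drawn from those with at least 20 tags expected at 0 h, and only counting error was simulated. These shares therefore do not cover unigenes with fewer tags or a spread between plants. Among unchanged unigenes, 1 and 0 were called. In other simulated libraries, without any changed unigene, the calls at 24 h depended on the BCV. With counting error alone they numbered 0 in both tissues. With a BCV of 0.2 they numbered 293 in shoots and 281 in roots, and with 0.4 they numbered 2763 and 2724. Of 100 random lists, 7 and 3 fell outside the middle 95% of the matched lists. TMM and DESeq2 scaling erred by at most 0.024 (log2).

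Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. The FPKM values and the authors' p-values were left out because the pools hold no comparison of treatments. The images and the qPCR of the paper were not analysed here, and raw reads were not used here.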

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

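The family medians and their matched lists were planned, and the tests below on scaling, best hits, tag number, GC content, shared members and untreated libraries were chosen only after the results had been seen.

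Peroxidase unigenes stand out because their medians went in opposite directions in the tissues at both times. In shoots the median log2 ratio of 21 members was 0.49 at 6 h and 0.28 at 24 h, above 99.7% and 94.0% of matched lists. In roots the median of 39 members was −0.24 at 6 h and −1.12 at 24 h, with 10.1% of matched lists below it at 6 h and 0.0% at 24 h. At 24 h, 5 were called up and 2 down in shoots, and 4 up and 19 down in roots. The difference between the tissues was tested only over shared members, below. No scaling changed these directions: under TMM scaling the root median at 24 h was −0.89. Of the 17 members measured in both tissues, 5 were higher in both at 24 h, 7 lower in both, 5 higher in shoots and lower in roots, and 0 the other way. The ratio was higher in shoots than in roots for 14 of them, and for 12 under TMM scaling or DESeq2 size factors. Their own medians were opposite as well, at 0.54 and 0.44 in shoots and −0.22 and −0.69 in roots at 6 h and 24 h, with the same signs under every scaling. The difference at 24 h was 1.13, with a 95% bootstrap interval over members of 0.24 to 2.42. Under TMM scaling it was 0.87, and the interval, from −0.023 to 2.16, includes 0, as it does under DESeq2 size factors (−0.012 to 2.17). At 6 h the interval lay above 0 under every scaling. These medians speak against other members of the family measured in each tissue as the whole cause, but with 17 members and this spread it cannot be told apart from a difference within the same members. Reads from another organism are argued against by the 38 root members with a seed plant best hit, with a median of −1.18. A response that differs between tissues stays open as a hypothesis, as do differences between the plants of single libraries and the time or handling between harvests, since no untreated plants were sampled at 6 h or 24 h.

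Signal outside the genes the paper discusses comes from unigenes whose best hit is an alga, moss, lycophyte, oomycete or other stramenopile. Of 1598 such unigenes, 688 had at least 20 tags, and 306 of these (44.5%) had at least 95% of their tags in roots. Matched lists of seed plant unigenes gave a median of 3.9% and at most 7.1%, which argues against plant genes that are expressed like other genes. Too few tags to be seen in shoots is argued against by the 147 such unigenes with at least 200 tags, of which 28.6% were still almost only in roots, against 2.2% of 7335 with a seed plant best hit. The most abundant tags of the root-only unigenes had a mean GC content of 49.6%, against 42.8% for root-only unigenes with a seed plant best hit and at most 44.5% in lists of the same size. Those not confined to roots had 47.4%, against 40.4%. The GC content was thus higher with such a best hit both in root-only unigenes and in the others, so it does not single out roots. Reads from another organism on or in the roots are a candidate explanation, which the GC content cannot decide. Which organism it would be was not tested, and plant genes of unusual composition that are expressed in roots stay open. Whether the deposited search covered all of Nr is not given in the sources used here. Here and elsewhere, a seed plant best hit argues against another organism only if relatives of that organism were searched. These unigenes took 2.27%, 2.17% and 1.76% of the tags on unigenes in R-0, R-6 and R-24, and 1.1%, 1.08% and 1.25% in S-0, S-6 and S-24. Many of the tags are thus also in shoots, where those with a green alga best hit had 29510, 25528 and 30233.

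Among the check lists, the hypoxia unigenes in roots at 24 h had a median log2 ratio of 2.20 over 8 members, above all of their matched lists, and of 1.16 at 6 h. In shoots the medians were 0.43 and 0.21 at 6 h and 24 h, above 90.4% and 76.0% of matched lists, and no scaling changed these directions. The rise lies in the 5 pyruvate decarboxylase unigenes, singled out after their values were seen, with 80, 230 and 606 tags in R-0, R-6 and R-24 and 42, 55 and 76 in S-0, S-6 and S-24. Their root medians were 1.67 and 2.48, with 2 called at 6 h and 5 at 24 h, but 0 at an assumed BCV of 0.4. Their shoot medians were 0.43 at 6 h and 0.87 at 24 h, so at 24 h they were above the whole list in shoots too. The 3 other members in roots had medians of −0.20 and −0.29. Scaling of the libraries is argued against by a root median of 2.71 at 24 h under TMM scaling. Reads from another organism on or in the roots are argued against as the whole cause, since all 5 pyruvate decarboxylase unigenes have a seed plant best hit and tags in shoots. Time or handling rather than sorbitol cannot be told apart from the treatment, since there were 0 untreated libraries at 6 h or 24 h. A response of roots to sorbitol, or to less oxygen in the solution, may be involved; neither was tested.

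Ribosomal protein unigenes, also outside the genes the paper discusses, had a median log2 ratio of −1.02 in roots and −0.53 in shoots at 24 h, and of −0.48 and −0.28 at 6 h. In these 4 cases 0.0% of matched lists lay lower. At 24 h, 156 of 180 members were lower in roots and 114 of 149 in shoots. Called up and down were 2 and 25 in roots at 6 h and 5 and 85 at 24 h, with 1 and 14 at both times. In shoots they were 9 and 1 at 6 h, against the median, and 9 and 27 at 24 h, with 5 and 0 at both times. Relative to the median of all unigenes, which was −0.31 in roots and −0.05 in shoots, the medians at 24 h were −0.71 and −0.49. Scaling is argued against, since the highest of the 12 medians over tissues, times and the other scalings was −0.24. Reads from another organism are argued against by the 121 root members with a seed plant best hit, with a median of −1.06 at 24 h. Time or handling rather than sorbitol cannot be told apart from the treatment, with 0 untreated libraries at 6 h or 24 h. Less ribosome production under sorbitol stays open as a hypothesis.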

How the results depend on the processing

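The scaling by tags on listed unigenes, the FDR of at most 0.001, the set without algal, moss or oomycete best hits and the second k-means seed were chosen after the data had been seen, and the other alternatives were planned. No paired analysis was possible because each tissue and time has 1 library and nothing links a plant of 1 library to a plant of another. For the same reason no library could be left out in turn. A count is called unchanged below where it stayed within 1.5 times its main value, and main values are given in parentheses.

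All 18 counts of DEGs (up and down in 6 comparisons, and at either time, at both times and at both in the same direction in each tissue) were unchanged in this sense under the exact conditional binomial test, the Benjamini-Yekutieli adjustment, 1 read added to each count, the minimum of 10 reads in the 2 libraries, TMM scaling, thinning to equal depth and the 3 alternatives chosen later. Under DESeq2 size factors 17 of 18 were, and from R-6 to R-24 the number lower fell from 1837 to 1126; the cause was not tested. Over these 7 planned settings, DESeq2 included, DEGs numbered 737 to 1033 up and 709 to 996 down from S-0 to S-6, and 1081 to 1582 up and 1120 to 1481 down from S-0 to S-24. The ranges were 463 to 718 up and 755 to 1086 down from R-0 to R-6, and 1096 to 2047 up and 2212 to 3404 down from R-0 to R-24. From 6 h to 24 h they were 971 to 1383 up and 1075 to 1490 down in shoots, and 812 to 1434 up and 1126 to 1971 down in roots.

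With edgeR's exact test and an assumed BCV of 0.2, none of the 18 counts stayed within 1.5 times. There were 219 up and 122 down from S-0 to S-6, 364 up and 200 down from S-0 to S-24, 166 up and 236 down from S-6 to S-24, 126 up and 71 down from R-0 to R-6, 458 up and 728 down from R-0 to R-24 and 200 up and 163 down from R-6 to R-24. The DEGs numbered 792 at either time, 113 at both and 112 at both in 1 direction in shoots, and 1273 at either time, 110 at both and 110 at both in 1 direction in roots. Among the functional groups, the unigenes called at both times numbered, in shoots, transporters 0 down (1), transcription factors 3 up (16) and 0 down (9), kinases and phosphatases 2 up (19) and 0 down (5), hormones 4 up (9) and 0 down (1), ROS scavenging 2 up (9), photosynthesis 0 down (1), sugars 0 down (2), cell wall and membrane 2 up (4) and 0 down (4), secondary metabolism 3 up (11) and 0 down (2), stress response 9 up (26) and 1 down (4). The numbers were, in roots, transcription factors 0 up (11) and 0 down (8), kinases and phosphatases 0 up (6) and 0 down (13), hormones 2 up (6) and 0 down (1), ROS scavenging 0 up (5) and 0 down (7), photosynthesis 0 down (3), cell wall and membrane 2 up (4) and 2 down (6), secondary metabolism 0 up (2) and 1 down (5), stress response 3 up (13) and 0 down (6).

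With an assumed BCV of 0.4, none of the 18 counts stayed within 1.5 times. There were 13 up and 11 down from S-0 to S-6, 13 up and 4 down from S-0 to S-24, 7 up and 9 down from S-6 to S-24, 6 up and 2 down from R-0 to R-6, 16 up and 4 down from R-0 to R-24 and 2 up and 3 down from R-6 to R-24. The DEGs numbered 38 at either time, 3 at both and 3 at both in 1 direction in shoots, and 25 at either time, 3 at both and 3 at both in 1 direction in roots. Among the functional groups, the unigenes called at both times numbered, in shoots, transporters 0 down (1), transcription factors 0 up (16) and 0 down (9), kinases and phosphatases 0 up (19) and 0 down (5), hormones 0 up (9) and 0 down (1), ROS scavenging 0 up (9), photosynthesis 0 down (1), sugars 0 down (2), cell wall and membrane 0 up (4) and 0 down (4), secondary metabolism 0 up (11) and 0 down (2), stress response 0 up (26) and 0 down (4). The numbers were, in roots, transporters 0 down (1), transcription factors 0 up (11) and 0 down (8), kinases and phosphatases 0 up (6) and 0 down (13), hormones 0 up (6) and 0 down (1), ROS scavenging 0 up (5) and 0 down (7), photosynthesis 0 down (3), cell wall and membrane 0 up (4) and 0 down (6), secondary metabolism 0 up (2) and 0 down (5), stress response 0 up (13) and 0 down (6).

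With an absolute log2 ratio of at least 2 in place of 1, none of the 18 counts stayed within 1.5 times. There were 443 up and 255 down from S-0 to S-6, 691 up and 384 down from S-0 to S-24, 395 up and 452 down from S-6 to S-24, 250 up and 278 down from R-0 to R-6, 692 up and 1056 down from R-0 to R-24 and 426 up and 432 down from R-6 to R-24. The DEGs numbered 1539 at either time, 234 at both and 232 at both in 1 direction in shoots, and 2013 at either time, 263 at both and 263 at both in 1 direction in roots. Among the functional groups, the unigenes called at both times numbered, in shoots, transporters 0 down (1), transcription factors 8 up (16) and 2 down (9), kinases and phosphatases 9 up (19) and 0 down (5), hormones 5 up (9) and 0 down (1), ROS scavenging 4 up (9), photosynthesis 0 down (1), sugars 0 down (2), cell wall and membrane 2 up (4) and 1 down (4), secondary metabolism 5 up (11) and 0 down (2), stress response 11 up (26). The numbers were, in roots, transcription factors 1 up (11) and 1 down (8), kinases and phosphatases 0 up (6) and 3 down (13), hormones 3 up (6) and 0 down (1), ROS scavenging 0 up (5) and 3 down (7), photosynthesis 1 down (3), cell wall and membrane 2 up (4) and 2 down (6), secondary metabolism 0 up (2) and 3 down (5), stress response 4 up (13) and 1 down (6).

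A wider spread, a larger ratio or a smaller adjusted p makes each call harder by construction, which accounts for the lower counts under the assumed BCVs, the log2 ratio of at least 2, the Benjamini-Yekutieli adjustment and the FDR of at most 0.001. The spread between plants itself cannot be estimated from 1 library per condition. In simulated libraries without any treatment effect, a BCV of 0.4 for all unigenes gave 2630 calls in shoots and 2800 in roots at 6 h, more than the 1933 and 1640 in the data, which speaks against 0.4 for all unigenes. A spread that differs between unigenes was not simulated.

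Of the 40 counts of functional groups called at both times, 40 were unchanged under the exact conditional binomial test, the minimum of 10 reads and without algal, moss or oomycete best hits. The others left some outside 1.5 times the main value. Under the Benjamini-Yekutieli adjustment they were, in shoots, kinases and phosphatases 11 up (19), hormones 0 down (1). They were, in roots, kinases and phosphatases 3 up (6), hormones 0 down (1), ROS scavenging 3 up (5). At an FDR of at most 0.001 they were, in shoots, kinases and phosphatases 12 up (19), hormones 0 down (1). With 1 read added to each count they were, in shoots, transporters 0 down (1), photosynthesis 0 down (1). After thinning to equal depth they were, in shoots, photosynthesis 0 down (1). Under TMM scaling they were, in shoots, ROS scavenging 1 down (0), photosynthesis 0 down (1). They were, in roots, transcription factors 2 down (8), kinases and phosphatases 8 down (13), photosynthesis 1 up (0) and 1 down (3). Under DESeq2 size factors they were, in shoots, photosynthesis 0 down (1). They were, in roots, transcription factors 3 down (8), kinases and phosphatases 8 down (13), photosynthesis 1 up (0). When scaled by tags on listed unigenes they were, in shoots, transporters 0 down (1), kinases and phosphatases 2 down (5), photosynthesis 0 down (1). They were, in roots, transcription factors 3 down (8), kinases and phosphatases 8 down (13), photosynthesis 1 up (0) and 1 down (3). For the scalings, the added read and the thinning the cause was not tested. Most of these are counts of a few unigenes, where 1 unigene more or less is enough to pass 1.5 times.

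The finer results were counted in the same way. Of 16 counts for the 4 subgroups of cell wall, membrane, dehydration and pathogenesis-related unigenes, 14 to 16 were unchanged under every alternative except BCV 0.2 (4), BCV 0.4 (2) and log2 of at least 2 (6). Of 292 family counts, 278 to 292 were unchanged, except 227, 217 and 235 under those 3. Among 224 calls of named unigenes, 205 to 224 were kept under the alternatives other than those 3, which kept 88, 8 and 87. Leaving out algal, moss or oomycete best hits left 221 of the 224 with a value, all kept. No called value of a named unigene changed sign under any alternative. Those not called in the main table gained 4 calls under TMM scaling, 4 under DESeq2 size factors, 2 when scaled by tags on listed unigenes and 1 with the minimum of 10 reads. Of 334 values of named unigenes, 329 had a value with the minimum of 10 reads and 330 without algal, moss or oomycete best hits; the rest were removed by these filters.

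The number of GO terms above all but 1 in 1000 matched lists was 17 in shoots at 6 h, 28 in shoots at 24 h, 9 in roots at 6 h and 23 in roots at 24 h. With a background of unigenes with 1 read they were 13, 29, 10 and 20, all unchanged. With the DEGs called at an assumed BCV of 0.4 they were 0 in shoots at 6 h, 2 in shoots at 24 h, 0 in roots at 6 h and 6 in roots at 24 h, as there were fewer DEGs. With up DEGs only they were 11 in shoots at 6 h, 5 in roots at 6 h and 36 in roots at 24 h, and with down DEGs only 7 in shoots at 6 h, 22 in roots at 6 h and 39 in roots at 24 h. In shoots at 24 h they were 34 and 35, unchanged. Taking 1 direction leaves fewer DEGs, which does not account for the rises in roots, and their cause was not tested. The terms below are those whose observed over expected number of DEGs passed from above 1 with both directions to below 1 with 1 direction. Among terms with a percentile above the middle 95% of matched lists with both directions, those that kept a DEG with up DEGs only were response to far red light in shoots at 6 h 0.8 (2.41), chloroplast thylakoid membrane in shoots at 24 h 0.45 (1.71), chloroplast envelope in shoots at 24 h 0.43 (1.38), regulation of meristem growth in roots at 6 h 0.52 (2.51), water transport in roots at 6 h 0.49 (1.72), cytosolic small ribosomal subunit in roots at 6 h 0.44 (3.09), structural constituent of ribosome in roots at 6 h 0.22 (1.65), translation in roots at 24 h 0.35 (1.37), regulation of meristem growth in roots at 24 h 0.52 (1.83), water transport in roots at 24 h 0.25 (1.35), extracellular region in roots at 24 h 0.79 (1.51), plant-type cell wall in roots at 24 h 0.6 (1.62) and structural constituent of ribosome in roots at 24 h 0.35 (1.42). With down DEGs only they were response to chitin in shoots at 24 h 0.76 (1.87) and oxidoreductase activity in roots at 24 h 0.98 (1.29). Water transport, at the upper bound of its range (14 in 3 to 14 and 32 in 16 to 32), is among these by its percentiles of 98.1 and 98.0, with ties shared evenly. Those left with 0 DEGs were, with up DEGs only, photosynthetic electron transport in photosystem I in shoots at 24 h 0.0 (2.43), lipid binding in roots at 6 h 0.0 (4.11) and brassinosteroid biosynthetic process in roots at 24 h 0.0 (1.9), and with down DEGs only lipoxygenase activity in shoots at 6 h 0.0 (5.33). Among terms with a lower percentile they were, with up DEGs only, photosynthesis in shoots at 6 h 0.65 (1.73), photosynthesis, light reaction in shoots at 6 h 0.52 (1.18), photosynthetic electron transport in photosystem I in shoots at 6 h 0.51 (1.48), photosynthesis in shoots at 24 h 0.23 (1.57), photosynthesis, light reaction in shoots at 24 h 0.77 (1.38) and plasma membrane in roots at 6 h 0.89 (1.06), and with down DEGs only cell periphery in roots at 6 h 0.64 (2.0). From below to above 1 went cell periphery in roots at 24 h with up DEGs only, 1.4 (0.96), and chloroplast in shoots at 6 h with down DEGs only, 1.09 (0.98), and with the background of unigenes with 1 read, 1.06. With both directions the expected number was matched on expression, but in the alternatives for single terms it was the plain share of DEGs in the background. Counting 1 direction and dropping the matching therefore both enter these reversals, and their parts were not separated. Of 56 values for single terms, 52 were unchanged with the background of unigenes with 1 read, 27 with up DEGs only and 35 with down DEGs only. At an assumed BCV of 0.4 only 42 of the 56 had a value, since some sets held no DEG, and 1 of these was unchanged.

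The largest k-means profile held 1112 unigenes in shoots and 1514 in roots; it held 1113 and 1515 with the Pearson distance, 932 and 1535 with log2 z-scores, and 1112 and 1514 with a second seed. The adjusted Rand index against the main profiles was 1.0 and 0.99 with the Pearson distance and 0.78 and 0.69 with log2 z-scores. Counting only unigenes with at least 1 read in the pooled libraries removed none of the 86690, so it tests nothing.

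Scaling moves all unigenes of a library together. In roots at 24 h the median log2 ratio of 4501 expressed unigenes was −0.46 by clean-tag totals and −0.22 under TMM scaling, and the share of DEGs that were higher went from 30.3% to 47.7%. Of the other comparisons, R-6 to R-24 went from 36.5% to 52.2% under TMM scaling and to 56.0% under DESeq2 size factors, and S-0 to S-24 from 51.0% to 68.1% when scaled by tags on listed unigenes. Depth sets a further limit. Between 25.4% and 32.5% of the clean tags lie on unigenes, the median listed unigene has 11 to 13 tags, and no tag with fewer than 2 copies is listed. A unigene with few tags can therefore be called only at a large ratio, and for such unigenes a change that was not called was not detectable at this depth.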

Differences from the paper's values

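The paper counts genes by function. It names those continuously up- or down-regulated as of most interest, but its main text does not state for these counts at which times a gene had to differ, and its supplementary tables were not used here. Also, the groups here, built from words in the descriptions, are wider than or differ from the paper's. The values below count unigenes called at both times in the same direction, and 10 alternatives were set before the data were examined. The 3 later ones that give such counts (scaling by tags on listed unigenes, an FDR of at most 0.001 and leaving out algal, moss or oomycete best hits), chosen after seeing the values, bring none of the values below within 1.5 times the paper's.

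For transcription factors lower in shoots the paper gives 16 and the value here is 9; none of the 10 alternatives comes within 1.5 times. For those lower in roots the paper gives 1 and the value here is 8. It is 1 with an absolute log2 ratio of at least 2, and the other 9 alternatives still differ. For kinases and phosphatases lower in shoots the paper gives 8 and the value here is 5. It is 6 with the minimum of 10 reads, under TMM scaling and under DESeq2 size factors, and the other 7 alternatives still differ. For those lower in roots the paper gives 2 and the value here is 13. It is 3 with an absolute log2 ratio of at least 2, and the other 9 still differ. For hormone-related unigenes lower in roots the paper gives 4 and the value here is 1, with no alternative closer. For ROS scavenging lower in shoots the paper gives 1 and the value here is 0. It is 1 under TMM scaling, and the other 9 still differ.

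Photosynthesis unigenes in shoots number 10 higher and 16 lower in the paper, and 0 and 1 here, and all 10 alternatives differ for both. At 24 h alone, 9 were higher and 27 lower. For cell wall organization in shoots the paper gives 18 higher and 1 lower and the values here are 3 and 3, and all 10 alternatives differ for both. At 24 h alone they were 12 and 8. In roots the paper gives 4 changed and the value here is 9. It is 6 under the Benjamini-Yekutieli adjustment and 3 with an assumed BCV of 0.2 or an absolute log2 ratio of at least 2, and the other 7 still differ. For membrane stability higher in shoots the paper gives 5 and the value here is 1, and all 10 alternatives differ. At 24 h alone it was 8.

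Dehydration response unigenes in shoots number 16 higher and 3 lower in the paper, and 6 and 0 here, and those lower in roots number 7 in the paper and 3 here. All 10 alternatives differ for these 3 values. At 24 h alone, 15 were higher and 3 lower in shoots, and 19 and 10 in roots. Pathogenesis-related unigenes changed in roots number 5 in the paper and 10 here, and all 10 alternatives differ. Those higher in roots number 3 in the paper and 7 here. The value is 2 with an assumed BCV of 0.2 or an absolute log2 ratio of at least 2, and the other 8 alternatives differ.

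The numbers of DEGs are within 1.5 times the paper's. At 6 h and 24 h they were 1933 and 2852 in shoots and 1640 and 4732 in roots. With an FDR of at most 0.001, chosen after seeing the values, they were 1554 and 2368 in shoots and 1323 and 4009 in roots, nearer to the paper's 1571, 2409, 1338 and 4047. How many of the paper's own DEGs this setting drops cannot be counted, as the paper's lists were not used here. It drops 9 of the 224 calls of unigenes named here.

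The paper states that most transcription factors, kinases and phosphatases that changed were higher, in roots as in shoots. In shoots the tally at both times is 16 higher and 9 lower for transcription factors and 19 and 5 for kinases and phosphatases. In roots, by clean-tag totals, it is 11 and 8 for transcription factors, but 41 and 48 at 24 h alone, and 6 and 13 for kinases and phosphatases, 31 and 73 at 24 h. At both times in roots, transcription factors were 14 and 2 under TMM scaling and 12 and 3 under DESeq2 size factors, as the paper states. Kinases and phosphatases were 7 and 8 under both. For antioxidant enzymes in roots the paper reports higher expression for most. Here 5 were higher and 7 lower at both times, 5 and 6 under TMM scaling or DESeq2 size factors, and 19 and 26 at 24 h, while in shoots 9 were higher and 0 lower at both times. The paper sets the activity of peroxidase beside higher expression of peroxidase genes, without naming the tissue of the activity, which its methods list beside leaf osmotic potential. At 24 h, 5 peroxidase unigenes were called up and 2 down in shoots, which goes with the paper. In roots 4 were up and 19 down, which differs only if its statement covers roots.

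Among single genes, the paper reports a higher calcium-transporting ATPase of the endoplasmic reticulum type in shoots. CL9730.Contig1_All, with that description, had log2 ratios of −0.23 at 6 h and 0.60 at 24 h in shoots and was not called under any alternative. In roots it was lower at 24 h, at −1.47. The paper reports lipid binding proteins as higher in roots. Of lipid transfer proteins 2 were called up and 4 down in roots at 24 h, while the median of 14 members was 0.31. For dehydration-responsive proteins in roots, which the paper reports as higher, 1 was called up and 1 down at 24 h, and at both times 0 were up and 1 was down.

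GO terms were counted here as deposited, without adding to a term the unigenes of its child terms. The paper used Cytoscape and does not state how it counted child terms, so the numbers need not be the quantity it ranked. For GO terms among the shoot DEGs at 24 h, the paper ranks photosynthesis and its light reaction first among processes. The smallest hypergeometric probabilities among processes belonged to 3 others: photosynthetic electron transport in photosystem I (18 DEGs against 7.4 expected), cellular glucan metabolic process (9 against 2.17) and response to chitin (38 against 20.31). Photosynthesis itself, with 16 against 10.2, was above 97.2% of matched lists, and the light reaction had 9 DEGs against 6.52 expected, inside the range of random lists. Among the root DEGs at 24 h the paper ranks the cell periphery first among components. Counted so, it held 6 DEGs against 6.27 expected among only 34 unigenes, while the plasma membrane, a part of the cell periphery that the paper ranks next, held 538 against 499.2. A count with child terms was not made, so an excess of the cell periphery as a whole is not excluded.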

Other observations

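The test on time of day was planned, and the others in this part were chosen after the result had been seen.

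In roots at 6 h, photosystem and chlorophyll a/b-binding unigenes rose. The 26 members with a seed plant best hit had a median log2 ratio of 0.58, with 18 higher and 2526, 3342 and 1972 tags in R-0, R-6 and R-24. The 9 with an algal, moss or oomycete best hit had a median of 1.62, with 9 higher, and 489, 1427 and 501 tags. No scaling changed these directions. Reads from another organism as the whole cause are argued against by the rise of the seed plant members, but they may add to it. Shoot tissue in the 6 h root library is argued against as the whole cause by the 14 photosynthesis unigenes with most tags in shoots, whose median in roots at 6 h was 0.042, with 8 higher and 6821 and 7421 tags in R-0 and R-6. The rise of the median seed plant member would need 1.55% of S-6, which would raise these 14 by a median of 0.76, and 1 of them reached that. Of the seed plant members, 4 rose by more than their whole level in S-6. A smaller share of shoot tissue that adds to the rise stays open: the medians of 5 Calvin cycle enzymes and 5 Rubisco unigenes in roots at 6 h were also higher, at 0.61 and 0.21. A response of the roots stays open as a hypothesis.

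In roots at 24 h, 30.3% of the called unigenes were higher. Scaling may account for part of this excess of lower unigenes: the share was 47.7% under TMM scaling, and the data do not say which scaling is right, so scaling and a general decrease cannot be told apart. The median log2 ratio of expressed unigenes was −0.46 by clean-tag totals. A few unigenes taking most of the tags are argued against as the whole cause: the 10 that gained most went from 0.68% to 1.86% of the clean tags, which would change all others by −0.017. Scaled by tags on listed unigenes the median was −0.24, with 46.1% of the called unigenes higher, which belongs to the open question of scaling, and their gain would give −0.08. Reads from another organism are argued against, since the share was 30.8% without algal, moss or oomycete best hits.

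Each tissue was sampled at 0 h, 6 h and 24 h, so 6 h lies at another time of day than the others. If time of day were behind the changes at 6 h, unigenes annotated with circadian rhythm would change more at 6 h than at 24 h, compared with matched lists. Over 45 unigenes in shoots and 39 in roots, the median difference of absolute log2 ratios was above 87.9% and 94.0% of matched lists. Neither is outside the middle 95%, so an effect of time of day is neither shown nor excluded, and it cannot be told apart from the treatment. Among the circadian clock unigenes, too few for a median, 1 was called up and 1 down in shoots at 6 h and 0 at 24 h, and 2 up in roots at 6 h and 1 up at 24 h. One of them, Unigene20109_All, described as APRR5-like, had 283, 697 and 147 tags in S-0, S-6 and S-24 and 66, 342 and 190 in R-0, R-6 and R-24.

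The number of DEGs rests on 1 library per condition. If it came from the spread of single unigenes between plants, each on its own, list medians would lie among matched lists. Families of genes the paper discusses cannot test this, since the paper picked them from these libraries. Of 18 medians of the check lists, which were not, 8 were outside the middle 95%, against 0.9 by chance, and 5 of 9 at 24 h alone. This argues against such spread as the whole cause. Differences between the plants of each library that many unigenes share could still add to it, and they cannot be told apart from the treatment, since there were 0 replicate libraries beyond the first. In simulated libraries without any treatment effect, where both times share the 0 h library as here, 41 unigenes in shoots and 35 in roots were called at both times at a BCV of 0.2, and 858 and 901 at a BCV of 0.4. The data gave 762 and 988. At 6 h the calls were 296 and 277 at a BCV of 0.2 and 2630 and 2800 at 0.4, against 1933 and 1640 in the data. At 24 h they were 293 and 281, and 2763 and 2724, against 2852 and 4732.

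Of the unigenes called at 24 h, 290 were up and 369 down in both tissues, 89 were up in shoots and down in roots, and 43 the other way. At 6 h the numbers were 118, 117, 17 and 10. Of the remaining check lists, histone unigenes had medians of −0.96 in shoots and −0.91 in roots at 24 h, with 0.3% and 5.8% of matched lists lower. Aquaporin unigenes had −1.29 in roots (1.1%), and −0.17 in shoots, which turns to 0.02 when scaled by tags on listed unigenes. Actin unigenes had −0.65 in shoots (8.7%) and too few members for a median in roots.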
